# Supplementation with *Lactobacillus plantarum* WCFS1 Prevents Decline of Mucus Barrier in Colon of Accelerated Aging *Ercc1^−/Δ7^* Mice

**DOI:** 10.3389/fimmu.2016.00408

**Published:** 2016-10-07

**Authors:** Adriaan A. van Beek, Bruno Sovran, Floor Hugenholtz, Ben Meijer, Joanne A. Hoogerland, Violeta Mihailova, Corine van der Ploeg, Clara Belzer, Mark V. Boekschoten, Jan H. J. Hoeijmakers, Wilbert P. Vermeij, Paul de Vos, Jerry M. Wells, Pieter J. M. Leenen, Claudio Nicoletti, Rudi W. Hendriks, Huub F. J. Savelkoul

**Keywords:** aging, probiotics, immunity, mucus, intestinal barrier, microbiota

## Abstract

Although it is clear that probiotics improve intestinal barrier function, little is known about the effects of probiotics on the aging intestine. We investigated effects of 10-week bacterial supplementation of *Lactobacillus plantarum* WCFS1, *Lactobacillus casei* BL23, or *Bifidobacterium breve* DSM20213 on gut barrier and immunity in 16-week-old accelerated aging *Ercc1^−/Δ7^* mice, which have a median lifespan of ~20 weeks, and their wild-type littermates. The colonic barrier in *Ercc1^−/Δ7^* mice was characterized by a thin (< 10 μm) mucus layer. *L. plantarum* prevented this decline in mucus integrity in *Ercc1^−/Δ7^* mice, whereas *B. breve* exacerbated it. Bacterial supplementations affected the expression of immune-related genes, including Toll-like receptor 4. Regulatory T cell frequencies were increased in the mesenteric lymph nodes of *L. plantarum*- and *L. casei*-treated *Ercc1^−/Δ7^* mice. *L. plantarum*- and *L. casei*-treated *Ercc1^−/Δ7^* mice showed increased specific antibody production in a T cell-dependent immune response *in vivo*. By contrast, the effects of bacterial supplementation on wild-type control mice were negligible. Thus, supplementation with *L. plantarum* – but not with *L. casei* and *B. breve –* prevented the decline in the mucus barrier in *Ercc1^−/Δ7^* mice. Our data indicate that age is an important factor influencing beneficial or detrimental effects of candidate probiotics. These findings also highlight the need for caution in translating beneficial effects of probiotics observed in young animals or humans to the elderly.

## Introduction

Aging is accompanied by multiple age-related diseases (1), posing a major burden to public health care (2). With age, a decline in the regenerative potential of tissues due to stem cell exhaustion occurs (3). Turnover in epithelial cells is rapid, and mounting evidence indicates that intestinal stem cells are compromised with aging (4). For example, a crucial component of the intestinal barrier is mucus secreted by goblet cells (5). The Muc2 glycoprotein regulates immunity by inducing tolerogenic signals in mucosal dendritic cells (6) and is important in host–microbe interactions (7). Thus, changes in mucus quantity and integrity influence immunity (6, 8).

Aging is accompanied by the development of a low-grade inflammation (“inflammaging”), which is characterized by elevated IL-6 and TNF serum levels in elderly (9). Involution of the thymus and the bone marrow (BM) leads to decreased T and B cell production (10, 11). By contrast, the production of myeloid cells is enhanced with aging, characterized by a progressive increase of neutrophil frequencies in the circulation (12).

Probiotics are defined as live bacteria that confer health benefits to the host, for example, by competing with pathogens, enhancing intestinal barrier function, and regulating immunity (13, 14). They might, therefore, prevent some of the undesired age-related intestinal barrier and immune effects. Probiotic supplementation of elderly subjects led to changes in fecal microbiota composition (15–17), and affected the distribution and function of NK cells, macrophages, granulocytes, and T cells in the circulation (18, 19). Supplementation of aged mice with *Lactobacillus paracasei* resulted in increased IgG2a serum titers after antigenic challenge (20). Middle-aged mice that were supplemented with *Bifidobacterium animalis* showed decreased colon permeability, extended lifespan, and improved quality of life (21). Besides these studies, little is known about how exposure to probiotics impacts on the aging intestinal barrier and immune system. Moreover, it is unknown whether the beneficial effects of probiotics are age dependent.

In this report, we have used an accelerated aging mouse model to evaluate the effects of candidate probiotics in aging. Based on a variety of histological, functional, metabolomic, and proteomic data, it has been concluded that *Ercc1^−/Δ7^* mice resemble normal murine aging (22). Recently, we have shown that the immune system of *Ercc1^−/Δ7^* mice resembles the immune system of aged WT mice. For instance, we showed a similar decrease in B cell precursors and naïve T cells, and a similar increase in memory T cells and regulatory T cells (23). The ERCC1 protein is involved in multiple DNA repair pathways. *Ercc1^−/Δ7^* mice (median lifespan ~20 weeks) are deficient for fully functional ERCC1 protein. The expression of ERCC1-XPF (excision repair cross-complementation group 1-xeroderma pigmentosum group F) DNA repair endonuclease is reduced to ~5% compared with *Ercc1^+/+^* mice. Moreover, the residual ERCC1-XPF protein present is expressed from a truncated allele, and lacks the last seven amino acids. A reduction of ERCC1 protein activity leads to increased accumulation of DNA damage and, hence, results in an accelerated aging phenotype (24, 25).

The aim of this study was to investigate the potential of supplementation with candidate probiotic strains to ameliorate the effects of aging on the intestinal barrier and the immune system. Previously, probiotic activity was documented for *Lactobacillus plantarum* WCFS1 (26–28), *Lactobacillus casei* BL23 (29, 30), and relatives of *Bifidobacterium breve* DSM20213 (31). We selected these strains on the basis of induced IL-10/TNF ratios in young and aged immune cells *in vitro* (32). The three strains can be classified as potential pro-inflammatory (*L. plantarum*), regulatory (*L. casei*), or anti-inflammatory (*B. breve*), based on low, intermediate, or high IL-10/TNF ratios, respectively.

For this study, we supplemented 6-week-old *Ercc1^+/+^* mice and *Ercc1^−/Δ7^* mice with *L. plantarum, L. casei*, or *B. breve* for 10 weeks. Mucus barrier, microbiota composition, and gene regulation in the colon were analyzed, as well as the distribution of immune cells in various mucosal and peripheral lymphoid organs. We determined immune competence by antigenic challenge.

## Materials and Methods

### Mice

The generation and characterization of *Ercc1^+/Δ7^* and *Ercc1^−/+^* mice has been previously described (25). *Ercc1^−/Δ7^* mice were obtained by crossing *Ercc1^+/Δ7^* with *Ercc1^−/+^* mice of pure C57Bl6/J and FVB backgrounds to yield *Ercc1^−/Δ7^* with an F1 C57Bl6J/FVB hybrid background. Genotyping was performed as described previously (33). Wild-type littermates (C57Bl6J/FVB F1) were used as controls. Four-month-old and 18-month-old C57Bl6/J mice were purchased from Harlan (Horst, The Netherlands; only used in Figure 1).

**Figure 1:**
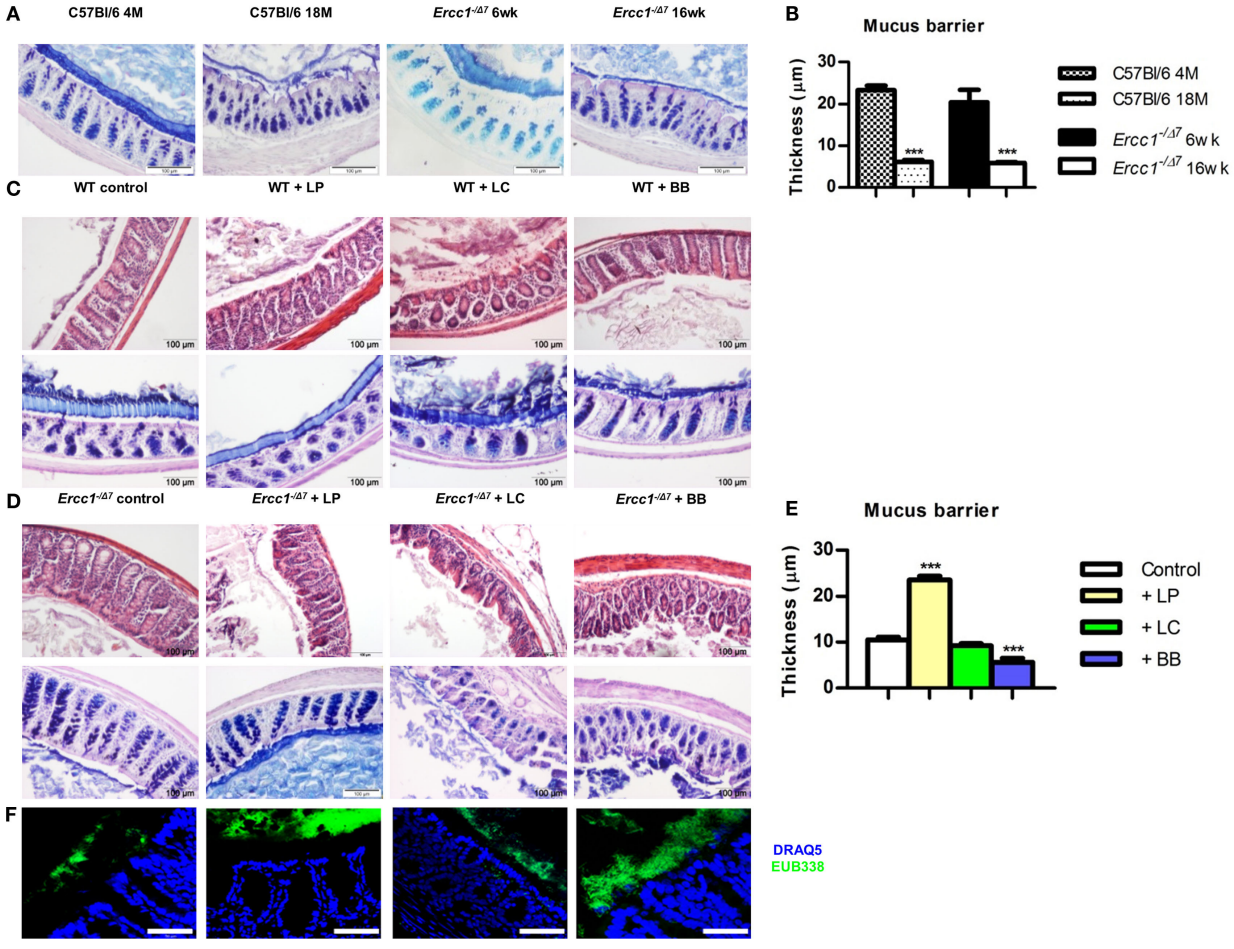
**Treatment with *L. plantarum* prevented the age-related decline in colonic mucus barrier of accelerated aging *Ercc1^−/Δ7^* mice**. **(A)** Representative pictures of proximal colon stained with PAS/Alcian Blue of 4-month-old (4 M) or 18-month-old (18 M) WT mice and 6-week-old (6 weeks) or 16-week-old (16 weeks) *Ercc1^−/Δ7^* mice. **(B)** Quantitative measurement of mucus thickness in young and old WT and *Ercc1^−/Δ^* mice by ImageJ. **(C)** Representative pictures of proximal colon stained with H&E or PAS/Alcian Blue of *Ercc1^+/+^* mice supplemented with control treatment, *L. plantarum* WCFS1 (LP), *L. casei* BL23 (LC), or *B. breve* DSM20213 (BB). **(D)** Representative pictures of proximal colon stained with H&E and PAS/Alcian Blue of *Ercc1^−/Δ7^* mice supplemented with control treatment, LP, LC, or BB. **(E)** Quantitative measurement of mucus thickness in *Ercc1^−/Δ7^* mice by ImageJ. **(F)** Fluorescence *in situ* hybridization (FISH) of proximal colon from *Ercc1^−/Δ7^* mice. Data represent the mean + SEM from four to six animals per group. ***p < 0.001. Scale bars histological pictures: 100 μm; scale bars FISH: 50 μm.

Animals were housed in individual ventilated cages under SPF conditions. Experiments were performed in accordance with the Principles of Laboratory Animal Care and with Dutch legislation. This study was carried out in accordance with the recommendations of the Dutch Ethical Committee of Wageningen that approved the work. Blood was taken from mice being sacrificed, and serum was frozen in −80°C for later use. After mice (*n* = 4–6) were sacrificed, feces from colon was collected and snap-frozen. Distal ileum and proximal colon sections were isolated and fixed in Carnoy or snap-frozen in liquid nitrogen. BM, thymus, spleen, mesenteric lymph nodes (MLN), and Peyer’s patches (PPs) were isolated.

### Bacterial Cultures and Supplementation

*L. plantarum* WCFS1, *L. casei* BL23, and *B. breve* DSM20213 were grown on MRS medium (Merck, Darmstadt, Germany) until stationary phase, frozen in glycerol, and stored in −80°C until use. Upon use, bacteria were thawed and 10× diluted in NaHCO3/PBS buffer. Around 2 × 10^8^ CFU in 200 μL were administered to mice by gavage, three times per week. Treatment of mice started at 6 weeks of age until 1 day before sacrifice at 16 weeks or until death.

### Histology and Fluorescence *In Situ* Hybridization

Carnoy-fixed proximal colon sections were embedded in paraffin. Paraffin sections (5 μm) were attached to poly-l-lysine-coated glass slides (Thermo Scientific, Germany). After overnight incubation at 37°C, slides were de-waxed and rehydrated. Sections were stained with hematoxylin and eosin (H&E) and PAS/Alcian blue. Mucus layer thickness was measured using ImageJ software (NIH, MD, USA), as previously published (34). For detection of bacteria, tissue sections were used for fluorescence *in situ* hybridization (FISH), as previously published (8).

### MIT-Chips/16S Sequencing

Microbiota composition in colonic content was analyzed by Mouse Intestinal Tract Chip (MITChip), as described previously (35). The data were normalized and analyzed using a set of R-based scripts in combination with a custom-designed relational database, which operates under the MySQL database management system. For the microbial profiling, the Robust Probabilistic Averaging signal intensities of 2667 specific probes for the 94 genus-level bacterial groups detected on the MITChip were used (36). Diversity calculations were performed using a microbiome R-script package (https://github.com/microbiome). Multivariate statistics, redundancy analysis (RDA), and principal response curves were performed in Canoco 5.0 and visualized in triplots or a principal response curves plot (37).

### RNA Isolation and Transcriptome Analysis

Total RNA was isolated from proximal colon (*n* = 3–6 per group) using the RNeasy kit (Qiagen) with a DNase digestion step according to the manufacturer’s protocol. Transcriptome analysis on individual samples was performed as previously described (8). The gene expression datasets were deposited in NCBI’s Gene Expression Omnibus (GEO) and are accesible through GEO Series accession number: GSE87368.

### General Flow Cytometry Procedures

Single-cell suspensions of BM were obtained by crushing femurs, tibias, iliac crests, and sternum with mortar and pestle. BM cells were then filtered on a 40-μm cell strainer. A proportion of the BM cells was frozen for later use in *in vitro* cultures. Spleen, MLN, PP, thymus, and peritoneal cavity single-cell suspensions were obtained by gently pushing cells through a 40-μm cell strainer with a syringe. All cells were stained for extracellular markers and dead cells were identified with fixable live/dead stain (Ebioscience, San Diego, CA, USA), after which intracellular staining was enabled by fixing and permeabilizing cells with Fix/Perm buffer (Ebioscience) according to manufacturer’s instructions. Antibodies used for flow cytometric measurements are listed in Supplementary Table 1 in Data Sheet 1. All flow cytometric measurements were performed on a Canto II flow cytometer (BD Biosciences, Erembodegem, Belgium). FlowJo vX.07 software (Tree Star) was used for data analysis. Gating of all presented immune cell populations was based on single live cells.

### Spleen Cell Cultures

Splenic cells were cultured at 10^6^ cells/mL for 4 days in the absence or presence of 5 μg/mL concanavalin A (ConA). Proliferation was measured by Ki-67 (Ebioscience). Supernatants were stored at −20°C. After thawing, levels of IL-2, IL-4, IL-6, IL-10, IL-17A, IFN-γ, and TNF were measured with the Cytometric Bead Array Th1/Th2/Th17 Kit (BD Biosciences), according to manufacturer’s instructions. Samples were acquired on a Canto II flow cytometer. Data were analyzed using FCAP Array version 3.0 (BD Biosciences) software.

### Antibody Titers in Serum

Levels of IgM, IgG1, IgG2a, IgG2b, IgG3, IgE, and IgA were analyzed in serum using ProcartaPlex Mouse Antibody Isotyping Panel kit on the Luminex platform (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instructions. Data were acquired on a BioPlex 200 (Bio-Rad, Hercules, CA, USA) and analyzed with BioPlex software (version 5.0, Bio-Rad).

### *In Vivo* Immunization and Antibody Detection

Primary and secondary T cell-dependent (TD) immune responses against TNP-KLH were measured 7 days after primary i.p. immunization and 7 days after i.p. booster immunization. The primary immunization was performed at 8 weeks of age (TNP-KLH in alum), booster doses were injected at 12 weeks of age (TNP-KLH in PBS). Total and TNP-specific Ig subclasses were determined by sandwich ELISA as previously described (38).

### Statistical Analysis

Values are expressed as mean + SEM. Normal distribution of the data was confirmed using the Kolmogorov–Smirnov test. Statistical comparisons were performed using the two-sided Student’s *t*-test. Where non-Gaussian distribution was demonstrated, we applied the non-parametric Mann–Whitney U test. Where no equal variances were observed, we applied the two-sided Student’s *t*-test with Welch’s correction. Statistical comparisons for lifespan data were performed using the log-rank (Mantel–Cox) test. Statistical comparisons for serum immunoglobulins were performed using two-way ANOVA, with subsequent Bonferroni posttests. Values of *p* < 0.05 were considered to be statistically significant. Values between *p* > 0.05 and *p* < 0.10 were considered as a trend.

## Results

### The Mucus Layer in the Colon Declines with Age

To assess the mucus barrier in normal and accelerated aging, we compared the proximal colon of 4-month-old (young) with 18-month-old (aged) C57Bl/6 mice, and of 6-week-old (young) with 16-week-old (aged) *Ercc1^−/Δ7^* mice. We observed that in aged C57Bl/6 and *Ercc1^−/Δ7^* mice, a thinner mucus layer was present, compared with young C57Bl/6 and *Ercc1^−/Δ7^* mice (Figure 1A). With ImageJ, we measured the thickness of the mucus layer. In young C57Bl/6 and *Ercc1^−/Δ7^* mice, a mucus layer of ~20 μm was present, whereas in normal and accelerated aged mice, a significantly thinner mucus layer of less than 10 μm was observed (*p* < 0.001; Figure 1B).

### Bacterial Supplementations Do Not Change the Mucus Layer in Colon of Young WT Mice

To determine the effects of the three selected bacterial strains in the young intestine, we analyzed proximal colon tissues of WT mice that were treated with *L. plantarum* WCFS1, *L. casei* BL23, or *B. breve* DSM20213 for 10 weeks. No change in tissue integrity (H&E) or mucus layer (PAS/Alcian Blue) was observed in the colon after supplementation with bacterial strains (Figure 1C).

### Age-Related Decline in the Mucus Barrier is Prevented by Supplementation of *Ercc1^−/Δ7^* Mice with *L. plantarum*

Because the mucus layer declines with age, we questioned whether bacterial supplementation of *Ercc1^−/Δ7^* mice prevents the decline in mucus barrier. Colon tissue of 10-week treated *Ercc1^−/Δ7^* mice was checked for tissue integrity and mucus layer thickness. In contrast to our findings in WT mice, bacterial supplementation had significant effects on tissue integrity and the mucus layer. In *Ercc1^−/Δ7^* mice supplemented with *L. plantarum*, the colon showed a thicker mucus layer than their controls (Figure 1D). *L. plantarum* supplementation completely prevented age-related decline in the mucus layer compared with controls (*p* < 0.001; Figure 1E), resulting in a mucus thickness comparable to young WT mice. Spatial compartmentalization of bacteria in the colon was improved after *L. plantarum* supplementation (Figure 1F), as demonstrated by FISH analyses. On the contrary, *Ercc1^−/Δ7^* mice supplemented with *L. casei* or *B. breve* showed loss of tissue integrity (Figure 1D). No difference in mucus thickness was observed after supplementation with *L. casei* (Figure 1E). *B. breve* supplementation resulted in a deteriorated mucus layer and a loss in mucus thickness (*p* < 0.001; Figure 1E). *B. breve* supplementation also resulted in less spatial compartmentalization of bacteria in the colon of *Ercc1^−/Δ7^* mice (Figure 1F).

Collectively, these data show that *L. plantarum* supplementation improves the mucus layer in the aged (but not young) colon. In addition, supplementation with *L. casei* or *B. breve* exacerbates the age-related decline of mucus barrier in the colon.

### Bacterial Supplementation Associated with Minor Alterations in Colonic Microbiota Composition

As we introduced bacteria by bacterial supplementations into the intestinal microbial community, we investigate whether changes in the microbiota composition were underlying the observed changes in the mucus barrier of *Ercc1^−/Δ7^* mice. Microbiota composition was determined by performing 16S rRNA gene microbiota profiles of colonic content. The bacterial supplementations did not significantly alter microbial diversity nor richness (data not shown).

Redundancy analysis showed that 10.1% of the total variability of the gut microbiota can be related to the bacterial supplementations (Figure 2). No statistical significance was established. The first ordination axis explained 4.9% of the variability and separated *Ercc1^−/Δ7^* mice supplemented with either of the three bacterial strains from the control *Ercc1^−/Δ7^* mice. The second ordination axis explained 3.6% of the variability but did not result in a separation between groups. The third ordination axis explained an additional 1.6% of the variability (data not shown).

**Figure 2:**
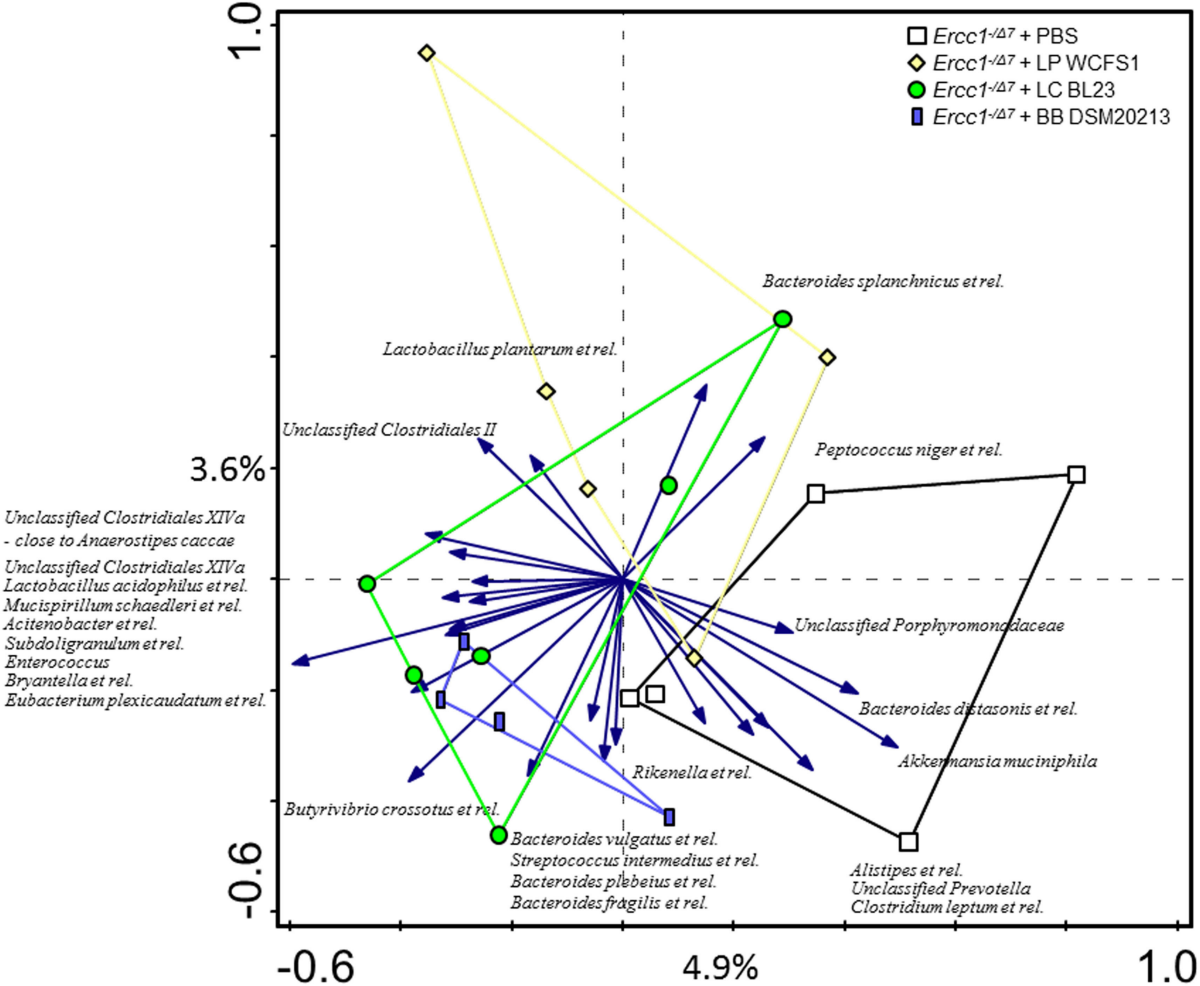
**The effect of bacterial supplementations on colonic microbiota composition in *Ercc1^−/Δ7^* mice**. Redundancy analysis of the microbial composition after bacterial supplementations, on genus-like level of the MITChip analysis. Mice belonging to control-, LP-, LC-, and BB-treated groups are indicated by white squares, yellow diamonds, green circles, and blue rectangles, respectively. First and second ordination axes are plotted, showing 4.9 and 3.6% of the variability in the dataset, respectively. No significant changes were observed. LP, *L. plantarum* WCFS1; LC, *L. casei* BL23; BB, *B. breve* DSM20213.

To assess whether significant changes in the microbial genus-like bacterial groups existed after different bacterial supplementations in *Ercc1^−/Δ7^* mice, we performed the Wilcoxon test. *Subdoligranulum* was higher in mice supplemented with *L. casei* (*p* < 0.05), whereas it tended to be higher in mice supplemented with *B. breve* (*p* = 0.05), as compared with control mice (Figure 3). *Akkermansia muciniphila* tended to be less present (*p* = 0.06) in mice supplemented with *L. plantarum* compared with control mice. *Eubacterium plexicaudatum* and a close relative to *Anaerostipes caccae* tended to be higher (*p* = 0.06) in *Ercc1^−/Δ7^* mice supplemented with *L. casei*.

**Figure 3:**
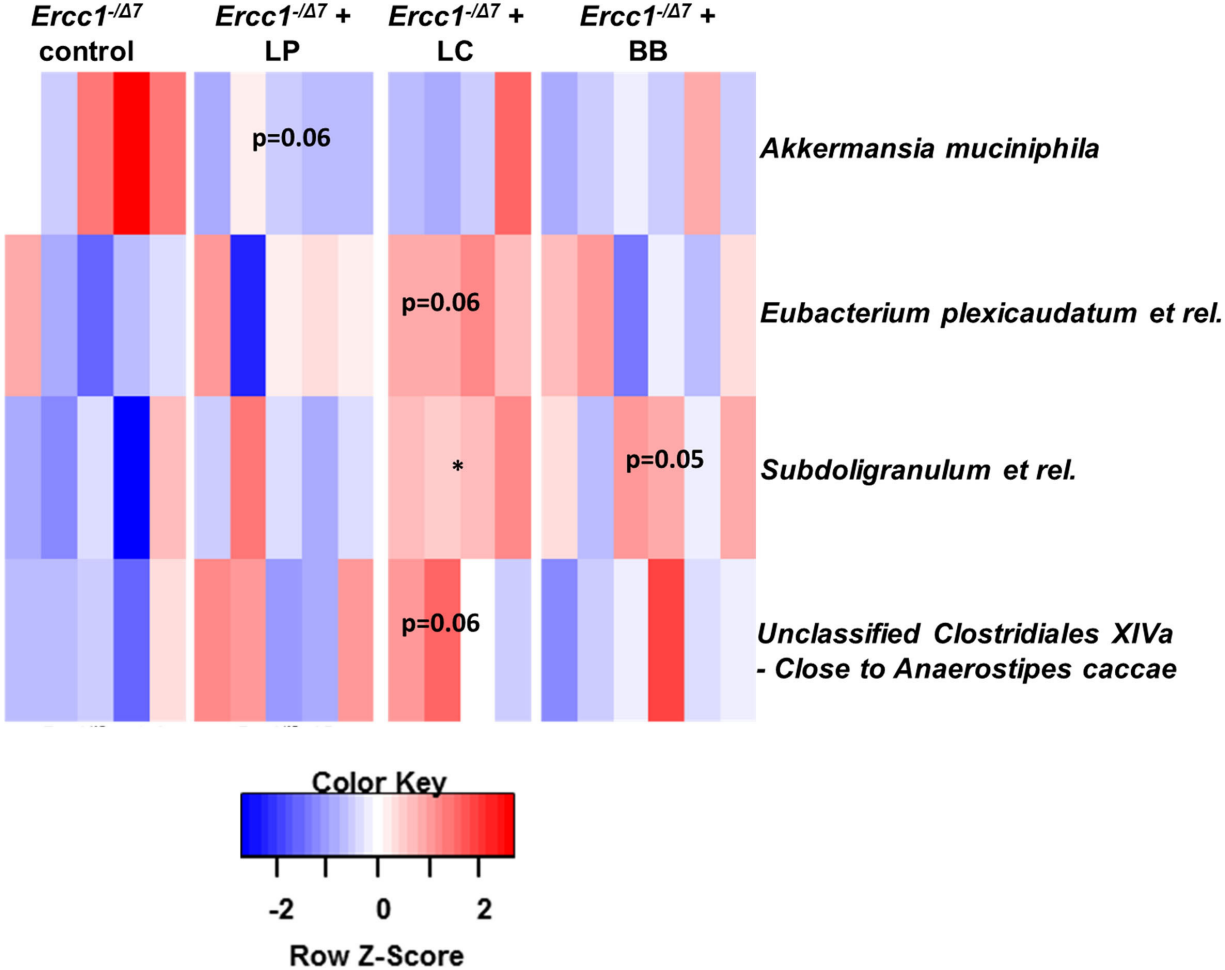
**Bacterial supplementation induced changes in bacterial taxa in the colon of *Ercc1^−/Δ7^* mice**. Wilcoxon tests comparing mice treated with bacterial strains with control group. Data represent *n* = 4–6 mice per group. *p < 0.05.

These data demonstrate some differences in microbial species between control-treated *Ercc1^−/Δ7^* mice and *Ercc1^−/Δ7^* mice treated with bacterial supplementations.

### Distinct Gene Expression Profiles in Colon after Each Bacterial Supplementation

To understand the mechanisms by which bacterial supplementation changes the mucus barrier, we performed transcriptome analysis on the proximal colon of *Ercc1^−/Δ7^* mice. 

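Proximal colon was analysed here from 6 control-treated *Ercc1-/Δ7* mice, 6 mice supplemented with *L. plantarum* and 4 mice supplemented with *L. casei*. Ercc1 encodes part of a DNA repair endonuclease, and mice with a null and a truncated allele of it age early. Bacteria were given by gavage in 200 μL, 3 times per week from 6 weeks of age, and the tissue was taken at 16 weeks. Each array held the RNA of 1 mouse, so the mice are the replicates. The arrays of mice supplemented with *B. breve* were not analysed here.

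The arrays were Mouse Gene 1.1 ST arrays, and the authors' deposited values are log2 signals from RMA, which corrects background, normalizes the arrays to each other and combines the probes of a probe set. They were used as deposited. Of 35556 probe sets, 21218 carry 1 gene symbol, 1881 carry several and 12457 carry none. Limma was fitted once over the 3 groups, which gave the standard error (SE) of each log2 fold change. A probe set was called differentially expressed at the thresholds of the paper's Venn diagrams, an unadjusted p under 0.05 and a difference over 1.2-fold. Single genes were also compared by an exact permutation test of the group means, two-sided, whose smallest possible p is 0.0022 for *L. plantarum* and 0.0048 for *L. casei*. Gene lists were fixed before the data files were examined, the clock, small intestinal enterocyte and adipocyte ones after a reading of the paper's gene table, and were tested with camera, which asks whether the genes of a list moved apart from the other measured genes, and p was adjusted over 66 lists.

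The array names give plate positions. All 6 arrays of *L. plantarum*-supplemented mice were in plate column 5, together with control mouse C48 and *L. casei* mouse C4, the other 5 control arrays were in column 4 and the other 3 *L. casei* arrays in column 6. With plate column as a block, the comparison of *L. plantarum* with control sets 6 mice against control mouse C48 alone, and that of *L. casei* with control sets mouse C4 alone against mouse C48 alone. Such a fit assumes that a lone mouse varies like the mice of the other groups. Of the probe sets called, 68 of 415 for *L. plantarum* and 119 of 751 for *L. casei* stayed called with that block. With so few mice left, neither a call kept nor a call lost under the block tells plate column and supplementation apart, and blocked values are given as a limit.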

Gene expression microarrays on total proximal colon samples from *Ercc1^−/Δ7^* mice treated with bacterial supplementations or control treatment revealed relatively low numbers of differentially expressed genes: 84 by *L. plantarum*, 238 by *L. casei*, and 384 by *B. breve*. 

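In colon of mice supplemented with *L. plantarum*, the transcript of adenosine deaminase (Ada), which breaks down adenosine, rose by a log2 fold change of 1.05 ± 0.34 (SE, exact permutation p = 0.013). Ly6m, of the Ly6 family, rose by 0.90 ± 0.31 (exact p = 0.017) and Cyp2e1, a cytochrome P450, by 0.78 ± 0.29 (exact p = 0.032). Olfr479, an olfactory receptor gene, fell by 0.41 ± 0.13 (exact p = 0.026). In colon of mice supplemented with *L. casei*, Cd177, a surface protein of neutrophils, rose by 0.81 ± 0.24 (exact p = 0.014). Klk1b11, a kallikrein, rose by 0.81 ± 0.16 and Ceacam10, an adhesion molecule of the carcinoembryonic antigen family, by 0.80 ± 0.21, each with all 4 supplemented mice above every control mouse (exact p = 0.0048). Ugt8a, which makes galactosylceramide, fell by 0.58 ± 0.21 (exact p = 0.024), and by 0.40, short of the thresholds, without *L. casei* mouse C4.

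Among the largest changes after *L. plantarum* were also a rise of Plb1, a phospholipase, by 0.87 ± 0.34 (exact p = 0.045), which lost its call without mice C28 (0.72) and C38 (0.73), and a fall of Snora16a, a small nucleolar RNA, by 0.42 ± 0.16 (exact p = 0.056). After *L. casei*, Sval1, a secreted protein, rose by 0.83 ± 0.37 (exact p = 0.038) and the pseudogene Rdh18-ps by 0.64 ± 0.19 (exact p = 0.048), and the cytochromes P450 Cyp4f15 and Cyp4b1 fell by 0.59 ± 0.24 (exact p = 0.048) and 0.54 ± 0.24 (exact p = 0.029) and the phosphate transporter gene Slc20a1 by 0.56 ± 0.26 (exact p = 0.081). Sval1 lost its call without mice C4 (0.42), C32 (0.86), C20 (0.78), C33 (0.79) and C38 (0.745), Cyp4f15 without C4 (−0.565), C24 (−0.48), C48 (−0.51) and C6 (−0.51), Cyp4b1 without C4 (−0.38), C24 (−0.47), C48 (−0.50), C6 (−0.48), C20 (−0.54) and C38 (−0.55), and Slc20a1 without C4 (−0.46), C7 (−0.48), C24 (−0.57), C48 (−0.48), C3 (−0.43), C6 (−0.54), C11, C28, C35 and C50 (−0.56 each of the last 4). Klk1b11 (4.34), Olfr479 (4.48), Sval1 (4.79), Plb1 (5.30), Rdh18-ps (5.45) and Cyp4f15 (5.52) have mean log2 signals under 6, and folds at so low a signal are uncertain.

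After *L. plantarum*, 415 probe sets were called, 218 up and 197 down, and 89 of them carry 1 gene symbol. After *L. casei*, 751 were called, 381 up and 370 down, and 203 carry 1 gene symbol. Limma gave 0 probe sets at an adjusted p under 0.05 in both comparisons, and 1260 and 1807 at an unadjusted p under 0.05, where 1778 are given by chance alone. The mice were also regrouped 100 times, the real grouping included, in fits of the 2 compared groups only. There the real groupings called 425 probe sets for *L. plantarum* and 727 for *L. casei*. Of the 100 groupings, 88 called at least as many as the *L. plantarum* one and 57 at least as many as the *L. casei* one, so chance cannot be excluded. With plate column as a block, Ada (0.89), Ly6m (0.70), Cyp2e1 (1.16), Plb1 (0.66) and Olfr479 (−0.23) were no longer called, Snora16a was (−0.79), and Klk1b11 (0.65, no longer called), Cd177 (1.56), Ceacam10 (1.32), Sval1 (1.97), Rdh18-ps (1.18), Cyp4f15 (−1.12), Cyp4b1 (−1.21), Slc20a1 (−1.26) and Ugt8a (−1.15) rest on 1 *L. casei* mouse and 1 control mouse, which cannot show whether these differences outlast the block.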

Only a few genes were overlapping between two or three different bacterial supplementations, whereas most of the differentially expressed genes were distinctly regulated by one of the treatments (Figure 4).

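The genes called after both supplementations included Lrrn4, which encodes a leucine-rich repeat membrane protein and fell by 0.42 ± 0.19 (SE) after *L. plantarum* and by 0.63 ± 0.22 after *L. casei*. A probe set of Trdn, the triadin gene of muscle calcium release, rose by 0.58 ± 0.16 and 0.65 ± 0.18. A probe set of Hibadh, an enzyme of valine breakdown, rose by 0.63 ± 0.14 and 0.34 ± 0.16, and one of Snapc2, which takes part in small nuclear RNA transcription, fell by 0.39 ± 0.14 and 0.42 ± 0.16. Trdn, Hibadh and Snapc2 have several probe sets each and 1 called, and their brightest ones, at log2 fold changes of −0.0004, 0.05 and 0.02 after *L. plantarum*, were not. The called ones were dim, with mean log2 signals of 3.78 for Trdn, 3.42 for Hibadh and 4.42 for Snapc2. Of the genes named next, Gm7168, Fer1l4 and Golga7 also have several probe sets each and 1 called, at mean log2 signals of 3.12, 4.31 and 5.76. The other 5 genes called in both were Gm7168 (−0.55 ± 0.15 and −0.36 ± 0.16), Fer1l4 (0.33 ± 0.14 and 0.475 ± 0.15), Golga7 (−0.31 ± 0.12 and −0.30 ± 0.14), the pseudogene Selenok-ps1 (−0.27 ± 0.11 and −0.32 ± 0.13) and the small nucleolar RNA gene Snord47 (−0.28 ± 0.10 and −0.29 ± 0.11).

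In all, 88 probe sets were called in both comparisons, 48 up and 40 down, and 9 of them carry 1 gene symbol. The 2 comparisons share their control mice. Simulated unchanged groups that also shared their controls had 128 called probe sets in common on average, 124 of them in the same direction. The 100 simulations ran from 0 to 679. The simulated lists were longer than the observed ones, with 685 calls on average for *L. plantarum* and 797 for *L. casei*. Independent lists of the observed sizes would share 4.39 in the same direction. With 3 control mice for each comparison and none shared, a mean of 61.3 probe sets were called in both, 25.4 of them in the same direction, over 20 splits of the controls. Across probe sets, which are not independent replicates, the log2 fold changes of the 2 comparisons correlated at r = 0.474, against 0.414 in the simulations and −0.0399 with split controls. When *L. plantarum* was compared with *L. casei* directly, 558 probe sets were called, and limma gave 0 at an adjusted p under 0.05 and 1286 at an unadjusted p under 0.05. With plate column as a block, Lrrn4 turned to 0.12 after *L. plantarum* and Hibadh to −0.17 after *L. casei*, and Trdn stood at 0.67 and 1.03. Lrrn4 lost its call after *L. plantarum* without *L. plantarum* mice C2 (−0.41), C9 (−0.32), C11 (−0.39) and C28 (−0.42), control mice C6 (−0.37), C20 (−0.40), C33 (−0.38) and C38 (−0.36) or *L. casei* mouse C4 (−0.42) and after *L. casei* without mouse C24 (−0.46), Snapc2 after *L. casei* without mouse C32 (−0.32), and Hibadh after *L. casei* without mice C24, C32, C4, C3, C33, C38, C2, C9, C11 and C50 (0.27 to 0.34). After *L. plantarum*, Fer1l4 lost its call without mice C2 (0.32), C11 (0.27), C6 (0.30), C20 (0.30), C33 (0.32) and C38 (0.24), Golga7 without C2 (−0.25), C50 (−0.24) and C38 (−0.25), Selenok-ps1 without C2 (−0.24), C9 (−0.23), C28 (−0.22), C33 (−0.22) and C38 (−0.25) and Snord47 without C2 (−0.25), C28 (−0.26) and C20 (−0.23). After *L. casei*, Gm7168 lost it without C7 (−0.39), C32 (−0.26), C4 (−0.34), C3 (−0.29), C6 (−0.37), C33 (−0.34) and C38 (−0.30), Golga7 without C32 (−0.20), C4 (−0.32), C6 (−0.31), C20 (−0.31), C33 (−0.27), C38 (−0.24), C11 and C28 (−0.30 each), Selenok-ps1 without C24 (−0.29), C32 (−0.23) and C33 (−0.27) and Snord47 without C7 (−0.20) and C20 (−0.23), and these 5 genes were called in neither comparison with the block.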

**Figure 4:**
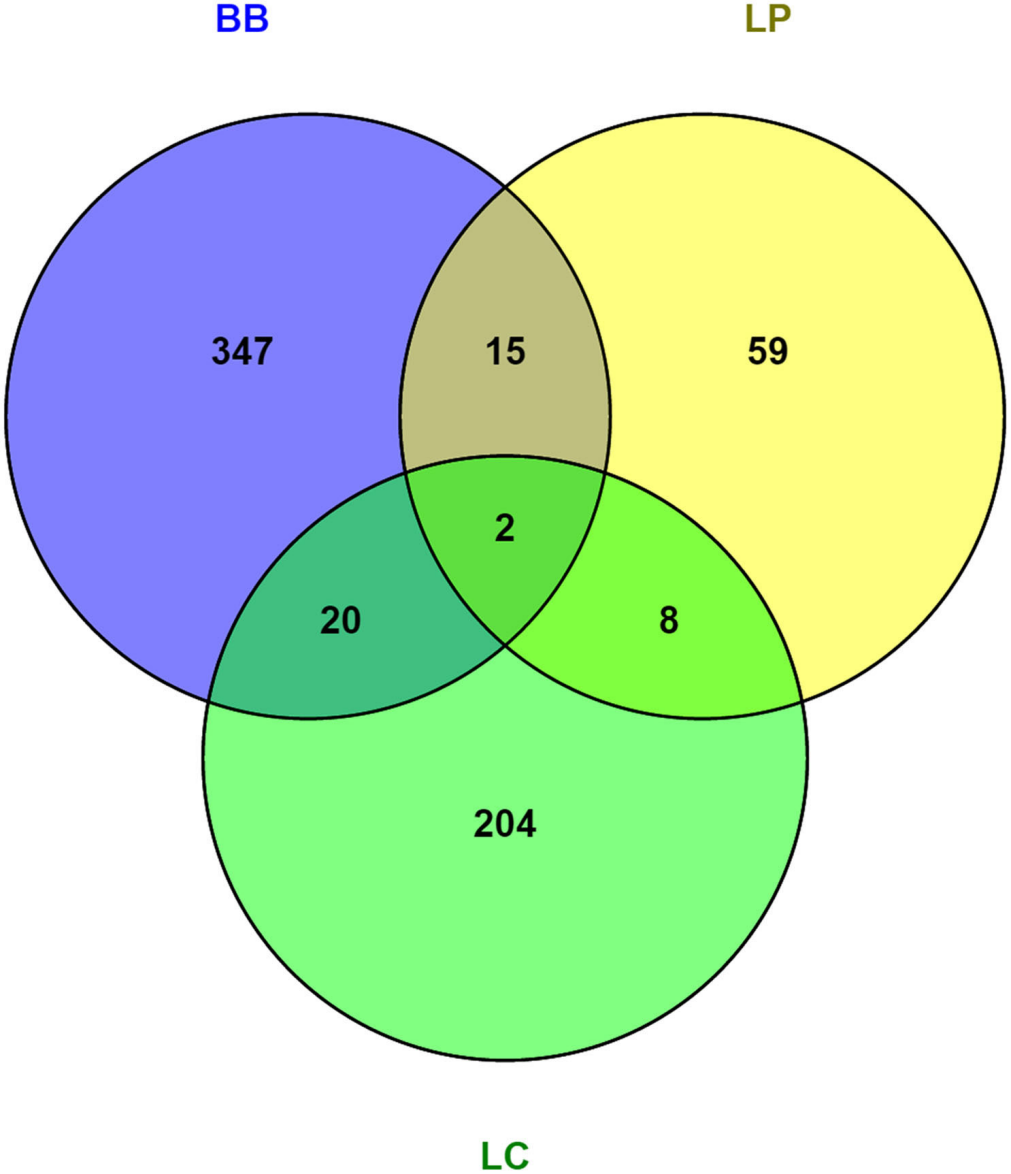
**Venn diagrams of differentially regulated genes in colon of *Ercc1^−/Δ7^* mice after bacterial supplementations**. Total number of genes altered in the proximal colon of *Ercc1^−/Δ7^* mice treated with *L. plantarum* WCFS1 (LP), *L. casei* BL23 (LC), or *B. breve* DSM20213 (BB) compared with control-treated *Ercc1^−/Δ7^* mice. Venn diagram of the total number of genes upregulated and downregulated in the proximal colon of *Ercc1^−/Δ7^* mice treated with LP, BB, or LC (*p* < 0.05 and >1.2-fold difference).

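Among growth-related genes, Atf3, a transcription factor of the stress response, rose in colon of mice supplemented with *L. plantarum* by a log2 fold change of 0.37 ± 0.17 (SE, exact permutation p = 0.048). Pla2g4c, a phospholipase that releases arachidonic acid, rose by 0.84 ± 0.37 (exact p = 0.030), and by 0.47 without *L. plantarum* mouse C28. In colon of mice supplemented with *L. casei*, S100a9, a calcium-binding protein of neutrophils, rose by 0.33 ± 0.11 (exact p = 0.033), and Enpep, a peptidase of the brush border, fell by 0.35 ± 0.12 (exact p = 0.014). Antimicrobial lectins and peptides, the list that holds S100a9, were higher in 14 of 20 genes after *L. casei* (camera adjusted p = 0.047, 0.50 with an estimated correlation), with S100a9 called and 0 genes past an adjusted p of 0.05 over the list alone. The angiogenin gene Ang4, whose product is secreted into the gut lumen, had a log2 fold change of 0.62 ± 0.30 (exact p = 0.0095) without passing the fit's threshold, which it did without *L. casei* mice C7 (0.75) and C24 (0.73), control mouse C3 (0.68) or *L. plantarum* mice C2, C11 and C28 (0.62 each). Neutrophil markers were higher in 9 of 10 genes after *L. casei* (camera adjusted p = 0.055, and 0.031 to 0.77 over the alternatives), and passed without *L. casei* mouse C7 (0.031), control mice C33 (0.049) and C38 (0.047) or *L. plantarum* mice C28 (0.034) and C50 (0.050).

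Atf3 lost its call without *L. plantarum* mice C9 (0.38), C28 (0.30), C35 (0.37) and C50 (0.36) or control mice C48 (0.32), C33 (0.32) and C38 (0.30), Pla2g4c also without *L. plantarum* mice C2 (0.76) and C50 (0.85) or control mice C48 (0.86), C3 (0.77), C6 (0.81) and C33 (0.83), S100a9 without *L. casei* mouse C32 (0.25) and Enpep without *L. casei* mouse C4 (−0.25). Under the plate column block, Atf3 (0.63) and Pla2g4c (0.71) were not called, and S100a9 (0.65) and Enpep (−0.79) rest on mice C4 and C48. The antimicrobial list no longer passed without *L. casei* mice C24 (adjusted p = 0.39) and C4 (0.15), control mice C3 (0.086), C6 (0.16), C20 (0.050) and C33 (0.085) or *L. plantarum* mice C9 and C35 (0.056 each), nor with the block (0.61), and ran from 0.0049 to 0.61 over the alternatives.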

Several growth- and immune-related genes were differentially expressed after bacterial supplementation. 

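Apoa4 (probe set 10585010, chromosome 9) encodes an apolipoprotein that small intestinal enterocytes secrete with dietary fat. Its log2 signal was 7.77 ± 0.62 (SD, n = 6) in control-treated mice and 9.35 ± 1.28 (SD, n = 6) in mice supplemented with *L. plantarum*, a rise of 2.99-fold. Apoa1 (probe set 10585005, chromosome 9), the main apolipoprotein of high-density lipoprotein, rose 2.44-fold, from 7.89 ± 1.02 to 9.18 ± 0.78 (SD, n = 6 each). Socs3 (probe set 10393449, chromosome 11), an inhibitor of cytokine signaling, rose 1.31-fold, from 6.25 ± 0.19 to 6.64 ± 0.29 (SD, n = 6 each), and its other probe set, at a log2 fold change of 0.11, was not called. Tlr4 (probe set 10505517, chromosome 4), the receptor for bacterial lipopolysaccharide, was at 7.08 ± 0.16 in control-treated mice and 7.33 ± 0.12 in supplemented mice (SD, n = 6 each), which is 1.19-fold and under the fold threshold. Of the 6 supplemented mice, 4 were above every control mouse in Apoa4, 2 in Apoa1, 3 in Socs3 and 4 in Tlr4.

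**Figure D1:**
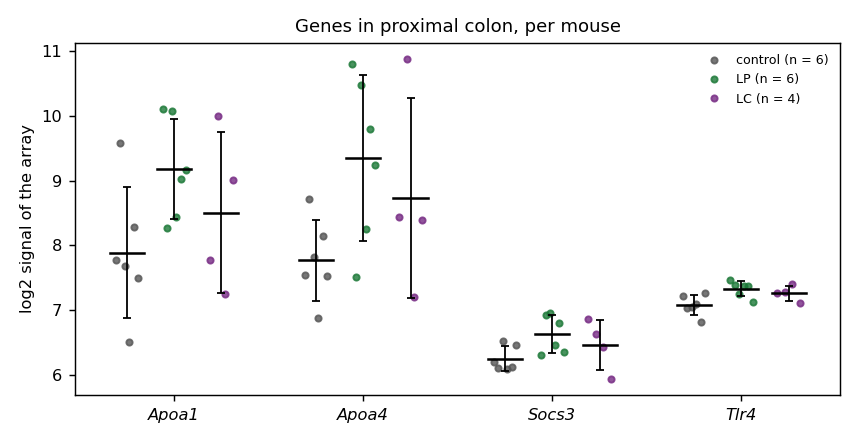
Log2 array signal of Apoa1, Apoa4, Socs3 and Tlr4 in each mouse (points), by group (control, n = 6; *L. plantarum*, LP, n = 6; *L. casei*, LC, n = 4), with the group mean (line) and SD (bars). Apoa4 lies at a mean of 7.77 in control-treated mice and 9.35 in mice supplemented with *L. plantarum*.

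The log2 fold change was 1.58 ± 0.62 (SE, exact permutation p = 0.028) for Apoa4, 1.29 ± 0.53 (exact p = 0.032) for Apoa1, 0.39 ± 0.16 (exact p = 0.026) for Socs3 and 0.25 ± 0.08 (exact p = 0.011) for Tlr4, and the adjusted p from limma was 0.999 for each. The list of small intestinal enterocyte markers, Apoa1 and Apoa4 included, was higher in 16 of 24 genes, with these 2 called, and did not pass (camera adjusted p = 0.14, and 0.028 to 0.99 over the alternatives), except without *L. plantarum* mice C2 (0.035) and C35 (0.028) or control mouse C48 (0.036). Of its other genes, Apoc3 (0.71), Fabp1 (0.63) and Lct (0.55) had the highest log2 fold changes, none of them called, and were picked out after their values were seen. Toll-like receptors were higher in 7 of 12 genes (camera adjusted p = 0.35), with 0 called and 1, Tlr4, at an unadjusted p under 0.05. Another of them, Tlr13, was called after *L. plantarum* without control mouse C3 (0.38) or *L. plantarum* mouse C11 (0.41). Apoa4 lost its call without *L. plantarum* mice C11 (1.29) and C28 (1.35), Apoa1 without C11 (1.1), C28 (1.11) or control mice C6 (1.21) and C38 (1.01), and Socs3 without *L. plantarum* mice C2 (0.33), C28 (0.32) and C50 (0.35) or control mice C48 (0.36), C3 (0.36) and C38 (0.35), whereas Tlr4 was called without *L. plantarum* mice C9 (0.29) and C28 (0.27) or control mice C6 (0.29) and C20 (0.28). With plate column as a block, Apoa4 (1.21), Apoa1 (0.89) and Socs3 (0.52) were not called and Tlr4 (0.52) was.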

Apolipoprotein (APO) A-1, APOA-4, suppressor of cytokine signaling (SOCS) 3, and toll-like receptor (TLR) 4 were upregulated more than 1.2-fold after *L. plantarum* supplementation (Data Sheet 2 in the Supplementary Material). Several immunoglobulin variable genes and TLR13 were upregulated after administration of *L. casei*, whereas defensin 40β was 1.3-fold downregulated. 

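Igkv5-43, a variable gene of the immunoglobulin kappa chain, rose 3.39-fold in colon of mice supplemented with *L. casei*, from a log2 signal of 4.77 ± 1.17 (SD, n = 6) in control-treated mice to 6.53 ± 0.53 (SD, n = 4), a fold that is uncertain because the control mean lies under a log2 signal of 6. Ighv1-72, a variable gene of the heavy chain, rose by a log2 fold change of 0.80 ± 0.27 (SE, exact permutation p = 0.024), and Igkv8-19, of the kappa chain, by 0.83 ± 0.37 (exact p = 0.071). Tlr13 (probe set 10601385, chromosome X), an endosomal receptor for bacterial ribosomal RNA, rose 1.36-fold, from 6.25 ± 0.23 (SD, n = 6) to 6.69 ± 0.29 (SD, n = 4). Defb40 (probe set 10577337, chromosome 8), a beta-defensin, was at 4.65 ± 0.35 (SD, n = 6) in control-treated mice and 4.32 ± 0.24 (SD, n = 4) in supplemented mice and was not called. Markers of plasma cells, which secrete the immunoglobulins, were higher after *L. casei* in all 11 measured genes, with Jchain, of the joining chain of IgA and IgM, at a log2 fold change of 0.46 ± 0.32 (exact p = 0.20). They were also higher after *L. plantarum* in all 11, at a median of 0.195 (camera adjusted p = 0.15, and 0.046 without control mouse C3 and 0.0019 without *L. plantarum* mouse C11), and the 2 supplementations compared directly did not differ past the test (0.23, and 0.029 without C7 and 0.036 without C32).

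The log2 fold change was 1.76 ± 0.51 (SE, exact p = 0.033) for Igkv5-43, 0.45 ± 0.18 (exact p = 0.024) for Tlr13 and −0.33 ± 0.22 (exact p = 0.13) for Defb40. As a list, immunoglobulin variable genes were higher in 9 of 13 genes (camera adjusted p = 0.036, 0.66 with an estimated correlation), with 3 called, 1 of them past an adjusted p of 0.05 over the list alone and 0 over all probe sets. Over the 17 probe sets with such a symbol, several-gene ones included, the log2 fold changes ran from −1.69 to 1.76, and the mean score of the mice did not separate the groups (exact p = 0.37). Plasma cell markers had a median log2 fold change of 0.28 (camera adjusted p = 0.017, 0.96 with an estimated correlation), and 0 were called, with 1 at an unadjusted p under 0.05.

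The variable gene list no longer passed without *L. casei* mice C24 (adjusted p = 0.38) and C4 (0.079) or control mice C3 (0.074), C6 (0.27) and C38 (0.051), turned downward with plate column as a block (0.77), and ran from 0.0060 to 0.77 over the alternatives. Plasma cell markers no longer passed without *L. casei* mice C24 (0.48) and C4 (0.13) or control mouse C6 (0.17), nor with the block (0.25), in a range of 0.00070 to 0.96. Igkv8-19 lost its call without *L. casei* mouse C32 (0.24) or control mice C48 (0.85), C3 (0.79), C6 (0.80) and C20 (0.74), Tlr13 without *L. casei* mice C24 (0.40) and C32 (0.33) or control mice C20 (0.41) and C38 (0.38), Defb40 was called without control mouse C3 (−0.45), and with plate column as a block Igkv5-43 (2.32), Ighv1-72 (0.86), Igkv8-19 (0.09) and Tlr13 (0.17) were not called.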

Defensin 24α, amphiregulin, and keratinocyte growth factor 7 (FGF7) were upregulated more than 1.4-fold after administration of *B. breve*, while TLR6, TLR7, and CCL3 (MIP-1α) were more than 1.2-fold downregulated (Data Sheet 2 in the Supplementary Material). 

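Muc2, the gel-forming mucin of the colon, differed little from control after *L. plantarum* (log2 fold change 0.03 ± 0.06, SE, exact permutation p = 0.75) and after *L. casei* (0.07 ± 0.06, exact p = 0.40). Muc4, a membrane-bound mucin on chromosome 16, rose 1.26-fold after *L. casei*, from a log2 signal of 8.89 ± 0.09 (SD, n = 6) to 9.22 ± 0.28 (SD, n = 4). Muc1, another membrane-bound mucin, was at 0.48 ± 0.30 after *L. casei* (exact p = 0.22), at −0.01 without *L. casei* mouse C4 and called at 0.71 without mouse C7. Muc3 and Muc13, of the epithelial surface, lay between −0.04 and 0.01 after both supplementations. Goblet cell and mucus layer genes were higher after *L. casei* in 17 of 20 genes, among them Clca1, a secreted protein of mucus, at 0.20 ± 0.07 (exact p = 0.014), and C1galt1c1, the chaperone of the enzyme that extends O-glycans, at 0.19 ± 0.08 (exact p = 0.062).

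Of 12 mucins, 6 were higher and 6 lower after *L. plantarum* (camera adjusted p = 0.77), with 0 called and 0 at an unadjusted p under 0.05 in limma. After *L. casei* 8 were higher (camera adjusted p = 0.33), and Muc4 was called at a log2 fold change of 0.33 ± 0.13 (SE, exact p = 0.0048). The goblet cell list had a median log2 fold change of 0.14 after *L. casei* (camera adjusted p = 0.0030, 0.66 with an estimated correlation), with 0 genes called, 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Genes of O-linked glycosylation of mucins were higher in 29 of 39 (camera adjusted p = 0.0030, 0.64 with an estimated correlation). After *L. plantarum*, the goblet cell list was higher in 14 of 20 genes (camera adjusted p = 0.33) and the glycosylation list in 27 of 39 (0.15, and 0.049 without control mouse C38), with 0 genes called in either and 0 and 2 at an unadjusted p under 0.05.

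Muc4 lost its call without *L. casei* mouse C4 (0.20) and stood at 0.88 with plate column as a block. After *L. casei*, neither list passed without control mouse C3 (adjusted p = 0.18 for goblet cell genes and 0.094 for glycosylation) or *L. casei* mouse C4 (0.14 and 0.25), and the alternatives ran from 5.4e-05 to 0.66 and from 4.4e-05 to 0.64, with 0.027 and 4.4e-05 under the column block, where mouse C4 stands against mouse C48 alone.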

Remarkably, we found no significant up- or downregulation in any mucin.

### Bacterial Supplementation Alters Growth- and Immune-Related Pathways in Colon

Because we found relatively low numbers of differentially expressed genes, we applied a gene set enrichment analysis (GSEA) (39) to gain insight into the regulated pathways by bacterial supplementations. Upstream regulators that can explain the observed changes in gene expression were identified using Ingenuity Upstream Regulator Analysis.

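Genes of type II interferon signaling were higher after *L. plantarum* in 25 of 32 genes, at a median log2 fold change of 0.05. Cxcl9 and Cxcl10, chemokines that interferon-γ induces, were at 0.50 ± 0.40 (SE, exact permutation p = 0.33) and 0.38 ± 0.30 (exact p = 0.32), with Cxcl10 called without control mouse C20 (0.61), and of the whole list only Socs3 was called. In the VIP pathway, in which vasoactive intestinal peptide acts on T cell activation, 20 of 24 genes were higher, with Ppp3cb, a catalytic subunit of calcineurin, at 0.08 ± 0.04 (exact p = 0.039). In the IL8 and CXCR1 pathway of neutrophil chemotaxis, 16 of 26 genes were higher, with Pld1, a phospholipase that makes phosphatidic acid, at 0.08 ± 0.04 (exact p = 0.017).

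The lists are named after gene sets that the study selected on these samples, so their direction is not independent evidence. The camera adjusted p was 0.062 for type II interferon signaling, 0.10 for the VIP pathway and 0.48 for the IL8 and CXCR1 pathway. Limma called 0 genes in the last 2 lists, with 0 and 1 at an unadjusted p under 0.05, and 0 genes of any of the 3 passed when adjusted over the list alone. Type II interferon signaling passed without *L. plantarum* mice C2 (adjusted p = 0.0024), C9 (0.027), C11 (0.0034) and C35 (0.028) or control mice C3 (0.022) and C20 (0.00081), and ran from 0.00081 to 0.99 over the alternatives, with 0.0031 under the column block. The VIP pathway passed without *L. plantarum* mice C9 (0.024) and C2 (0.046) or control mice C3 (0.048) and C20 (0.036), and with the column block (0.021), in a range of 0.021 to 0.99.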

Gene set enrichment analysis revealed that *L. plantarum* supplementation significantly enhanced several processes involved in growth and cell cycle, and immunity (Supplementary Table 2 in Data Sheet 1), such as “Type II Interferon Signaling,” “VIP pathway,” and “IL8/CXCR1 pathway.” 

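Blm, the helicase mutated in Bloom syndrome, was at a log2 fold change of 0.11 ± 0.05 (SE, exact permutation p = 0.058) after *L. plantarum*. Brca2, which loads the recombinase at broken DNA, was at 0.12 ± 0.07 (exact p = 0.21), and Rpa2, of the complex that binds single-stranded DNA, at 0.13 ± 0.07 (exact p = 0.16). The checkpoint kinases Atr and Atm, which signal DNA damage, were at 0.09 ± 0.05 (exact p = 0.087) and 0.11 ± 0.05 (exact p = 0.089). In the Fanconi anemia pathway, which repairs the interstrand crosslinks that Ercc1 helps to unhook, 27 of 43 genes were higher, and in the ATR-BRCA pathway 13 of 20.

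Median log2 fold changes were 0.03 in both lists and 0.04 in the Reactome list of the Fanconi anemia pathway, where 12 of 18 genes were higher. The camera adjusted p was 0.12 for the Fanconi anemia pathway, 0.23 for the ATR-BRCA pathway and 0.10 for the Reactome list, with 0 genes called by limma and 0 at an unadjusted p under 0.05 in each. Gene sets of these names were chosen by the study on the same mice, so the direction of these lists is not independent evidence. The Fanconi anemia pathway passed without control mouse C48 (adjusted p = 0.045) or C3 (0.046) and ran from 0.042 to 0.99 over the alternatives, and the Reactome list passed without control mice C6 (0.030) and C48 (0.038) or *L. plantarum* mouse C9 (0.049), in a range of 0.030 to 0.99.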

Interestingly, in the top-10 of upregulated pathways, three pathways were linked to DNA repair: the “Fanconi Pathway,” “ATRBRCA pathway,” and the “Fanconi anemia pathway.” 

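Egr1, a transcription factor that growth factors induce within minutes, was at a log2 signal of 7.84 ± 0.31 (SD, n = 6) in control-treated mice and 8.29 ± 1.14 (SD, n = 6) in mice supplemented with *L. plantarum*, and was not called (exact permutation p = 0.48). The transcripts of the growth factors themselves were at log2 fold changes of 0.26 ± 0.29 (SE, exact p = 0.45) for leptin (Lep), 0.02 ± 0.11 (exact p = 0.85) for Egf, 0.10 ± 0.07 (exact p = 0.14) for Pdgfb and 0.07 ± 0.11 (exact p = 0.58) for Igf1. Immediate early genes, which growth factor signaling switches on, were higher in 22 of 26 genes at a median of 0.18, and Fosb, Junb and Atf3 among them rose. Fosb, a partner of Jun in the AP-1 transcription factor, rose by 0.59 ± 0.27 (exact p = 0.084) and Junb by 0.37 ± 0.17 (exact p = 0.054). Most of the list's rise came from *L. plantarum* mouse C35: without it Egr1 was at 0.01, Egr2 went from 0.42 ± 0.23 to 0.18, Fosb to 0.33, Junb to 0.20 and the median of the list to 0.03, whereas Atf3 stood at 0.37 with it and without it and lost its call.

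**Figure D2:**
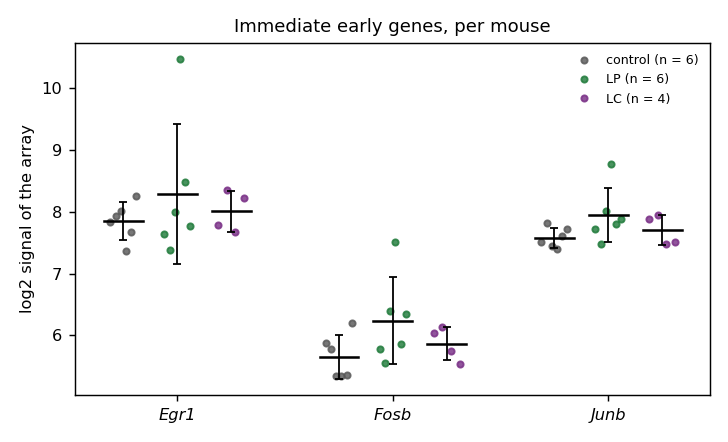
Log2 array signal of Egr1, Fosb and Junb in each mouse (points), by group (control, n = 6; *L. plantarum*, LP, n = 6; *L. casei*, LC, n = 4), with the group mean (line) and SD (bars). In each gene 1 mouse supplemented with *L. plantarum*, C35, lies above the other 5.

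The immediate early list had a camera adjusted p of 2.2e-05 (0.92 with an estimated correlation, 0.064 without mouse C35, 2.6e-08 to 0.99 over the alternatives, 0.0058 with plate column as a block), and 0 genes passed when adjusted over the list alone. Table 1 lists activities predicted from target genes, whereas of the transcripts of the 13 regulators measured that it gives for *L. plantarum* 9 were higher. With the 5 it gives for *L. casei* alone, 13 of 18 were higher after *L. plantarum* (camera adjusted p = 0.35), with 0 called by limma and 0 at an unadjusted p under 0.05. Markers of adipocytes, which secrete leptin, were higher in 10 of 12 genes, with Adipoq, the adiponectin gene, at 0.45 ± 0.32 (SE, exact p = 0.19), and Plin1, of the lipid droplet coat, at 0.43 ± 0.27 (exact p = 0.19). That list had an adjusted p of 0.011 (0.92 with an estimated correlation, 2.5e-05 to 0.99 over the alternatives, 0.022 with the block), with 0 genes called and 0 at an unadjusted p under 0.05 in limma. It no longer passed without control mouse C6 (0.20) or *L. plantarum* mice C35 (0.086) and C50 (0.19), and with the block Fosb (0.88) and Junb (0.34) were not called. Fosb also lost its call without *L. plantarum* mice C9 (0.57) and C28 (0.56), control mice C48 (0.53), C3 (0.61), C33 (0.53) and C38 (0.52) or any 1 *L. casei* mouse (0.59), and Junb without *L. plantarum* mice C9 (0.38) and C28 (0.35), control mice C48 (0.37), C20 (0.35), C33 (0.34) and C38 (0.33) or *L. casei* mice C7, C24 and C4 (0.37 each), and Egr2 was called without *L. plantarum* mouse C11 (0.52).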

Several growth factors were activated after *L. plantarum* supplementation: leptin, epidermal growth factor (EGF), platelet-derived growth factor (PDGF) BB, early growth response protein (EGR) 1, and insulin-like growth factor (IGF) 1 (Table 1). Inflammatory cytokines (IFN-γ, IL-1β, IL-4, TNF) and CD40L (CD154) were activated in colon of mice supplemented with *L. plantarum*, compared with colon of mice supplemented with control treatment.

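As transcripts, the cytokines were at log2 fold changes of 0.36 ± 0.33 (SE, exact permutation p = 0.30) for Il1b, 0.19 ± 0.12 (exact p = 0.20) for Tnf, 0.05 ± 0.09 (exact p = 0.51) for Ifng and −0.13 ± 0.07 (exact p = 0.054) for Il4. Cd40lg, the T cell ligand that activates B cells and macrophages, was at −0.14 ± 0.08 (exact p = 0.17). Genes that respond to TNF and NF-κB were higher in 21 of 25 genes, with the monocyte chemokine Ccl2 at 0.26 ± 0.13 (exact p = 0.12), called without *L. plantarum* mice C2 (0.31) and C11 (0.335) or control mouse C20 (0.33). Genes that respond to interferon-γ were higher in 26 of 29, with the interferon-induced GTPases Iigp1 at 0.40 ± 0.29 (exact p = 0.24) and Gbp8 at 0.28 ± 0.16 (exact p = 0.17), of which Iigp1 was called without control mouse C20 (0.59) and Gbp8 without control mouse C38 (0.35).

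The TNF and NF-κB list had a camera adjusted p of 0.0081 (0.92 with an estimated correlation), with Socs3 called and 0 genes past an adjusted p of 0.05 over the list alone. The interferon-γ list had an adjusted p of 0.028 (0.92 with an estimated correlation), with 0 genes called by limma and 0 at an unadjusted p under 0.05. Markers of macrophages and monocytes were higher in 13 of 15 genes and did not pass (adjusted p = 0.35, and 0.018 without *L. plantarum* mouse C2, 0.030 without C11 and 0.023 with plate column as a block, in a range of 0.018 to 0.99). The TNF and NF-κB list no longer passed without *L. plantarum* mice C28 (adjusted p = 0.21) and C50 (0.062), in a range of 5.7e-05 to 0.99 over the alternatives and at 0.0043 with plate column as a block. The interferon-γ list no longer passed without *L. plantarum* mice C28 (0.90) and C50 (0.42) or control mice C48 (0.18), C6 (0.14), C33 (0.14) and C38 (0.054), in a range of 7.4e-05 to 0.99 and at 0.00012 with the block.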

**Table 1:** **Activation *z*-scores of upstream regulators in proximal colon of *Ercc1^−/Δ7^* mice after bacterial supplementations *L. plantarum* WCFS1 (LP), *L. casei* BL23 (LC), or *B. breve* DSM20213 (BB) as determined by Ingenuity**.

Upstream regulator	LP	LC	BB
Leptin	2.41		
EGF	2.36		3.36
IL4	2.18		
IFN-γ	2.00		−1.35
PDGF BB	2.00		1.15
P38 MAPK	1.97		
CD40L	1.96		
Palmitic acid	1.96		
EGR1	1.95		
IGF1	1.82		
IL1β	1.77		
Ethanol	1.76		
CREB1	1.55		
CREBBP	1.54		
TNF	1.53		
KLF4		2.04	
Resistin-like β		2.00	
PML		−1.73	
miR-4800-5p		−1.98	
GATA3		−1.98	
MTOR		−2.00	
miR-4455		−2.22	
ADCYAP1			2.60
EDN1			2.17
WNT3A			2.16
VIP			1.95
FGF2			1.74
GLI1			1.63
miR-6967-5p			−1.58
Klra7 (includes others)			−1.87
IgG			−1.89
EZH2			−1.96
GATA2			−2.00
ANXA7			−2.00
miR-4707-5p			−2.16
ITK			−2.19
miR-4459			−2.63

*Upstream regulators involved in growth and cell cycle are highlighted in blue; upstream regulators involved in immunity are highlighted in orange. Cut-off values for activation z-score ≥1.5 or ≤−1.5 combined with p < 0.05. Activated in blue, inhibited in red*.

*ADCYAP, adenylate cyclase activating polypeptide; ANX, annexin; CREB(BP), cAMP-responsive element (binding protein); EDN, endothelin; EGF, epidermal growth factor; EGR, early growth response protein; EHZ, enhancer of zeste homolog; FGF, fibroblast growth factor; GLI, glioma-associated oncogene family zinc finger; IFN, interferon; IGF, insulin-like growth factor; ITK, IL-2-inducible T cell kinase; KLF, Kruppel-like factor; Klra, killer cell lectin-like receptor, subfamily A; LEP, leptin; MTOR, mechanistic target of rapamycin; PDGF, platelet-derived growth factor; PML, promyelocytic leukemia protein; RETNLB, resistin-like β; TNF, tumor necrosis factor; VIP, vasoactive intestinal peptide; WNT, wingless-type MMTV integration site family*.

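Genes of DNA replication were higher after *L. casei* in 26 of 34 genes, at a median log2 fold change of 0.08. Rpa2, of the single-stranded DNA binding complex, was 1.19-fold higher at 0.25 ± 0.08 (SE, exact permutation p = 0.048). Rfc3, of the clamp loader, was at 0.22 ± 0.09 (exact p = 0.071) and Pole, a replicative DNA polymerase, at 0.19 ± 0.10 (exact p = 0.090). In the G1 to S transition, 25 of 37 genes were higher, with Cdc7, a kinase that fires replication origins, at 0.17 ± 0.09 (exact p = 0.081) and the transcription factor E2f3 at 0.20 ± 0.11 (exact p = 0.11). Mitosis and proliferation markers were higher in 14 of 16 genes without passing (camera adjusted p = 0.25, 0.018 without *L. casei* mouse C7 and 0.018 to 0.96 over the alternatives).

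The DNA replication list had a camera adjusted p of 0.014 (0.96 with an estimated correlation), with 0 genes called by limma, 2 at an unadjusted p under 0.05 and 0 adjusted over the list alone. The Reactome lists of DNA replication (66 of 91 genes higher, adjusted p = 0.035), synthesis of DNA (64 of 87, 0.036) and S phase (82 of 110, 0.025) also passed, at 0.96 each with an estimated correlation. The G1 to S list (0.066), the Reactome G1/S transition (63 of 89 higher, 0.078) and Reactome mitotic G1-G1/S phases (77 of 110, 0.055) did not. The study selected gene sets of these names on the same mice, so their direction is not independent evidence. Its DNA replication sets came from KEGG and WIP and not from Reactome.

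The DNA replication list no longer passed without *L. casei* mice C24 (0.20) and C4 (0.079) or control mice C33 (0.22) and C38 (0.082), nor with plate column as a block (0.85), in a range of 0.00068 to 0.96 over the alternatives. The Reactome DNA replication list behaved alike without C24 (0.48), C4 (0.12), C33 (0.28), C38 (0.19) and *L. casei* mouse C32 (0.065), as did synthesis of DNA (0.48, 0.12, 0.28, 0.18 and 0.080, and 0.056 without control mouse C20) and S phase (0.39 without C24, 0.12 without C4, 0.27 without C33, 0.12 without C38), each from 0.00069 to 0.96, and the block gave 0.83, 0.83 and 0.71. The G1 to S list passed without *L. casei* mouse C7 (0.0080), control mice C48 (0.047) and C6 (0.010) or *L. plantarum* mouse C28 (0.041), in a range of 0.0080 to 0.96. The Reactome G1/S list passed without mice C7 (0.0019), C3 (0.033) and C6 (0.0092), and the mitotic G1-G1/S list without these (0.0011, 0.030 and 0.0043), C48 (0.034), C28 (0.038) and C20 (0.050), in ranges of 0.0019 to 0.96 and 0.0011 to 0.96, and Rpa2 was called without control mice C48 (0.28), C3 (0.27) and C6 (0.29) and Rfc3 without mice C7 (0.31) and C3 (0.27).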

*Lactobacillus casei* supplementation enhanced several processes involved in growth and cell cycle, like “Mitotic G1-G1 S Phases,” “DNA replication,” “Synthesis of DNA,” and “G1 S transition” (Supplementary Table 2 in Data Sheet 1). In addition, the “NOD-like receptor signaling pathway” was enhanced after *L. casei* supplementation, as well as and the “Unfolded protein response” (UPR), indicated endoplasmatic reticulum (ER) stress. 

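Genes of the unfolded protein response were higher after *L. casei* in 31 of 33 genes, at a median log2 fold change of 0.09. Eif2ak3, the sensor kinase PERK of the endoplasmic reticulum, was 1.15-fold higher, at a log2 signal of 8.01 ± 0.06 (SD, n = 6) in control-treated mice and 8.21 ± 0.07 (SD, n = 4) in supplemented mice. Sec11c, of the signal peptidase, was at a log2 fold change of 0.21 ± 0.06 (SE, exact permutation p = 0.019), and Manf, a secreted protein induced by stress of the endoplasmic reticulum, at 0.24 ± 0.08 (exact p = 0.019). Xbp1, the transcription factor that drives this response and plasma cell secretion, was at 0.16 ± 0.06 (exact p = 0.038). In NOD-like receptor signaling 36 of 54 genes were higher, with Card9, an adaptor of innate signaling, at 0.26 ± 0.14 (exact p = 0.0048), Il6 at 0.18 ± 0.08 (exact p = 0.043) and Nlrp3, a sensor of the inflammasome, at −0.19 ± 0.08 (exact p = 0.10).

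**Figure D3:**
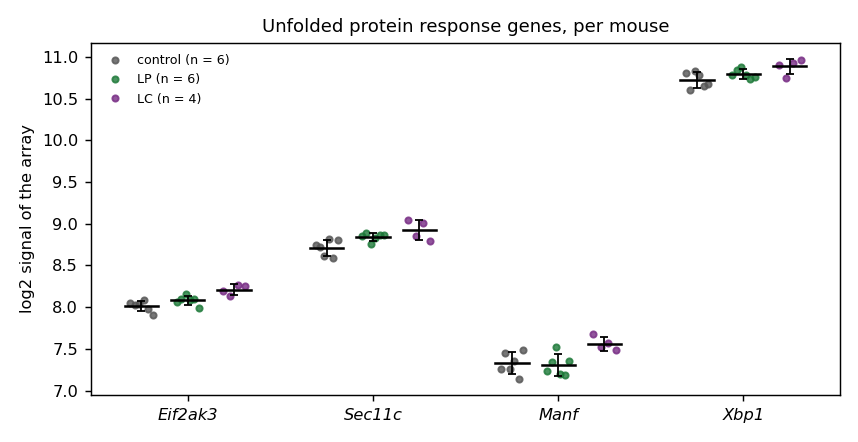
Log2 array signal of Eif2ak3, Sec11c, Manf and Xbp1 in each mouse (points), by group (control, n = 6; *L. plantarum*, LP, n = 6; *L. casei*, LC, n = 4), with the group mean (line) and SD (bars). Eif2ak3 lies at a mean of 8.01 in control-treated mice and 8.21 in mice supplemented with *L. casei*.

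All 4 mice supplemented with *L. casei* were above every control mouse in Eif2ak3 (log2 fold change 0.20 ± 0.05, SE, exact p = 0.0048). The unfolded protein response list had a camera adjusted p of 7.1e-07 (0.50 with an estimated correlation), and 0 of its genes passed the fold threshold, with 6 at an unadjusted p under 0.05 in limma and 2 past an adjusted p of 0.05 over the list alone. The shorter Reactome list was higher in 10 of 12 genes (adjusted p = 0.027, 0.60 with an estimated correlation). NOD-like receptor signaling had an adjusted p of 0.038 (0.96 with an estimated correlation), with 0 genes called and 2 at an unadjusted p under 0.05. The study chose gene sets of these names on the same mice, so the direction of these lists is not independent evidence. Plasma cells carry a large endoplasmic reticulum, and their marker Tnfrsf17, a receptor for survival signals, was at 0.48 ± 0.27 (exact p = 0.15), and was called without *L. casei* mouse C7 (0.67) or control mouse C3 (0.65). The plasma cell list had an adjusted p of 0.017 (0.96 with an estimated correlation) and did not pass without mice C24 (0.48), C4 (0.13) and C6 (0.17).

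The unfolded protein response list passed without any 1 mouse (8.3e-10 to 9e-04) and over all alternatives ran to 0.50, and the plate column block (3.2e-07) sets mouse C4 alone against mouse C48 alone and so cannot test it. The Reactome list no longer passed without control mice C3 and C33 (0.074 each) or *L. casei* mouse C4 (0.25), in a range of 0.0041 to 0.60. NOD-like receptor signaling no longer passed without control mice C48 (0.059), C33 (0.14) and C38 (0.093) or *L. casei* mice C24 (0.48) and C4 (0.12), nor with the block (0.22), in a range of 0.0053 to 0.96, and Manf was called without *L. casei* mouse C7 (0.26) or control mouse C6 (0.27) and Card9 without *L. plantarum* mice C11 and C28 (0.26 each).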

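Retnlb (probe set 10436087, chromosome 16), a goblet cell protein secreted into the mucus, was at a log2 signal of 12.54 ± 0.04 (SD, n = 6) in control-treated mice and 12.71 ± 0.12 (SD, n = 4) in mice supplemented with *L. casei*. All 4 supplemented mice were above every control mouse. The difference was 1.12-fold, under the fold threshold. Gata3 (probe set 10479981, chromosome 2), the transcription factor of type 2 helper T cells and innate lymphoid cells, was at 6.37 ± 0.19 (SD, n = 6) and 6.49 ± 0.13 (SD, n = 4).

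The log2 fold change was 0.17 ± 0.06 (SE, exact permutation p = 0.0048) for Retnlb and 0.12 ± 0.10 (exact p = 0.35) for Gata3, with an adjusted p from limma of at least 0.778 for every probe set. Markers of T cells were higher in 7 of 13 genes (camera adjusted p = 0.98). Both are regulators in Table 1, whose activities come from target genes and not from these transcripts. Under the plate column block, which leaves mouse C4 against mouse C48, Retnlb stood at 0.29 and Gata3 at 0.01.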

Upstream regulators resistin-like β (RTNLB; activated) and GATA3 (inhibited) were regulated in the colon of mice supplemented with *L. casei* (Table 1).

Several metabolic pathways were enhanced in colon of *B. breve*-supplemented mice (Supplementary Table 2 in Data Sheet 1). Of note, “Protein folding” was upregulated. In contrast to *L. plantarum* and *L. casei* supplementation, *B. breve* supplementation significantly inhibited several processes involved in immunity, such as “IL2 STAT5 pathway,” “Immunoregulatory interactions between lymphoid/non-lymphoid cells,” “Type II Interferon signaling,” “IL4 2 pathway,” and “IL6 7 pathway” (Supplementary Table 3 in Data Sheet 1). *B. breve* supplementation activated EGF and inhibited fibroblast growth factor (FGF) 2. IgG, GATA2, and IL-2-inducible T cell kinase (ITK) were inhibited in colon of mice supplemented with *B. breve*. In line with GSEA, IFN-γ was inhibited as well after *B. breve* supplementation.

These data indicate that immune pathways in the colon are enhanced by *L. plantarum* and *L. casei*, but are inhibited by *B. breve* supplementation.

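Of the immune lists, NOD-like receptor signaling was higher after *L. plantarum* in 40 of 54 genes at a median log2 fold change of 0.04, next to the TNF and interferon-γ response lists. After *L. casei*, the Reactome list of immunoregulatory interactions between lymphoid and non-lymphoid cells was lower in 40 of 68 genes, with 2 called down. Markers of B cells and lymphoid follicles were lower after *L. casei* in 10 of 13 genes and did not pass (camera adjusted p = 0.20), except without *L. casei* mouse C24 (0.00045) or control mouse C6 (0.0055), in a range of 0.00045 to 0.99 over the alternatives. Type II interferon signaling after *L. casei* was higher in 16 of 32 genes (camera adjusted p = 0.46), and genes that respond to interferon-γ in 15 of 29 (0.70), and without *L. casei* mouse C24 both passed downward (0.021 and 0.0017), in ranges of 0.021 to 0.99 and 0.0017 to 0.99. The Toll-like receptor 4 cascade was higher after *L. plantarum* in 49 of 76 genes (0.062) and after *L. casei* in 48 of 76 (0.24), and passed after *L. plantarum* without mice C2 (0.011), C11 (0.016), C35 (0.028), C3 (0.032) and C20 (0.034) or with plate column as a block (0.023) and after *L. casei* without mouse C7 (0.035), in ranges of 0.0012 to 0.99 and 0.035 to 0.99.

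NOD-like receptor signaling had a camera adjusted p of 0.018 after *L. plantarum* (0.92 with an estimated correlation), with 0 genes called by limma and 1 at an unadjusted p under 0.05. The immunoregulatory list had an adjusted p of 0.013 after *L. casei* (0.96 with an estimated correlation). When *L. plantarum* was tested against *L. casei* directly, 6 immune lists passed. Higher after *L. plantarum* than after *L. casei* were genes of the type I interferon response in 21 of 22 (camera adjusted p = 0.0014), type II interferon signaling in 27 of 32 (0.0048), the interferon-γ response in 22 of 29 (0.0074) and Reactome interferon-γ signaling in 68 of 88 (0.0074), and lower were immunoglobulin variable genes in 10 of 13 (0.0074) and antimicrobial lectins and peptides in 18 of 20 (0.014). The adjusted p was 0.95 for each of the interferon lists, 0.54 for the variable genes and 0.36 for the antimicrobial list with an estimated correlation, and 0 genes of any of them passed when adjusted over the list alone. Without 1 mouse the type I list kept passing (8e-06 to 0.048), whereas type II signaling did not pass without C7 (0.30), C28 (0.19), C50 (0.074) and C4 (0.069), the interferon-γ response without these (0.23, 0.70, 0.22 and 0.50) and C32 (0.053), the Reactome list without the same 4 (0.26, 0.10, 0.082 and 0.095), the variable genes without C24 (0.17) and C11 (0.061) and the antimicrobial list without C24 (0.18), C9 (0.054), C50 (0.053) and C4 (0.10). Over the alternatives the interferon lists reached 0.99, the variable genes 0.54 and the antimicrobial list 0.47, and with plate column as a block, where *L. casei* is mouse C4 alone, the variable genes stood at 0.27. NOD-like receptor signaling after *L. plantarum* no longer passed without *L. plantarum* mice C28 (0.21) and C50 (0.091) or control mouse C33 (0.11), in a range of 0.00035 to 0.99 over the alternatives and at 0.037 with plate column as a block. The immunoregulatory list no longer passed without control mouse C3 (0.10) or *L. casei* mouse C4 (0.13), nor with the block (0.13), in a range of 0.00012 to 0.96.

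The paper states that its data point to immune pathways enhanced by *L. plantarum* and *L. casei* and inhibited by *B. breve*, which was not analysed here.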

### *L. plantarum* and *L. casei* Supplementation Induce Regulatory T Cells in MLN

Based on the regulation of immune genes by bacterial supplementations, we tested whether the distribution of immune cells was altered in mucosal immune organs of *Ercc1^−/Δ7^* mice.

First, we evaluated changes in distribution of immune cells in PPs and MLN. B cell frequencies were reduced in PP and MLN (*p* < 0.05) after *L. casei* supplementation in *Ercc1^−/Δ7^* mice (Figure 5A). By contrast, frequencies of T cells were increased in PP (*p* < 0.01) and MLN (*p* < 0.05; Figure 5B). The frequencies of regulatory T (Treg) cells in MLN were increased after *L. plantarum* and *L. casei* supplementation (*p* < 0.05; Figures 5C,D). No changes in distribution of B and T cells were observed upon bacterial supplementation in WT mice, except for a tendency to decreased Treg cells after *L. casei* supplementation (*p* = 0.09; Supplementary Figure 1 in Data Sheet 1).

**Figure 5:**
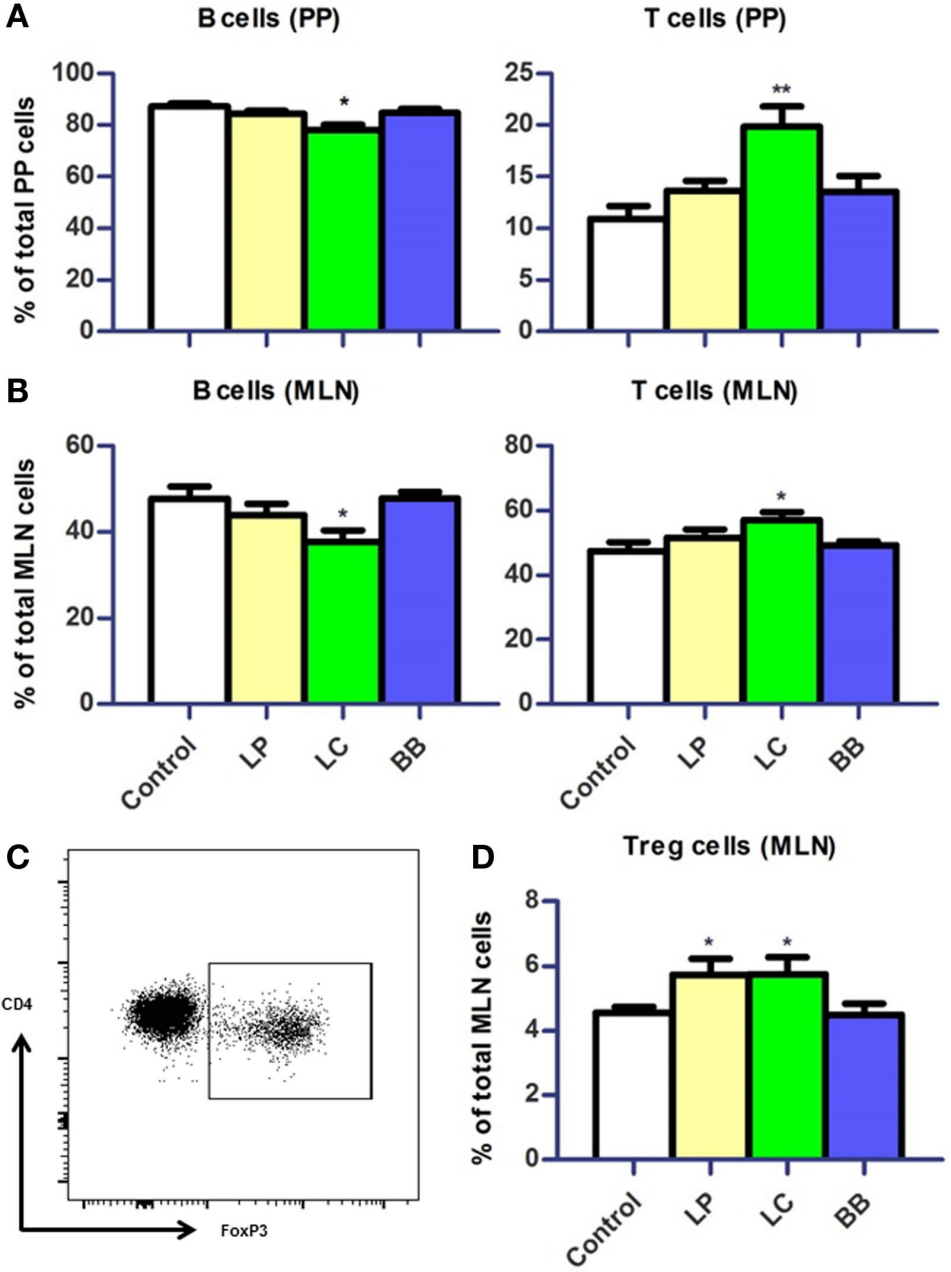
**Distribution of B cells and T cells in Peyer’s patches (PP) and mesenteric lymph nodes (MLN) upon bacterial supplementation in *Ercc1^−/Δ7^* mice**. **(A,B)** Mean frequencies of B and T cells in PP and MLN were determined by flow cytometry. B cells were defined as CD19^+^, T cells were defined as CD3^+^. **(C)** Flow cytometric analysis of CD3^+^CD4^+^CD8^−^ regulatory T (Treg) cells in MLN. **(D)** Mean frequencies of Treg cells in MLN. Data represent the mean + SEM from four to six animals per group. LP, *L. plantarum* WCFS1; LC, *L. casei* BL23; BB, *B. breve* DSM20213. *p < 0.05; **p < 0.01.

### *L. casei* Elevates Systemic Inflammatory Markers

Next, we assessed distribution of immune cells in the spleen. We noted that the relative spleen weight increased after *L. casei* supplementation in *Ercc1^−/Δ7^* mice (Supplementary Figure 2A in Data Sheet 1). Absolute numbers of spleen cells were not affected by bacterial supplementations (data not shown). Splenic B cell frequencies tended to be decreased after *L. casei* supplementation (*p* = 0.06; Figure 6A), but no changes in T cell frequencies were observed (Figure 6B). Treg cell frequencies in the spleen were increased after *L. casei* supplementation in *Ercc1^−/Δ7^* mice (*p* < 0.05; Figure 6C).

**Figure 6:**
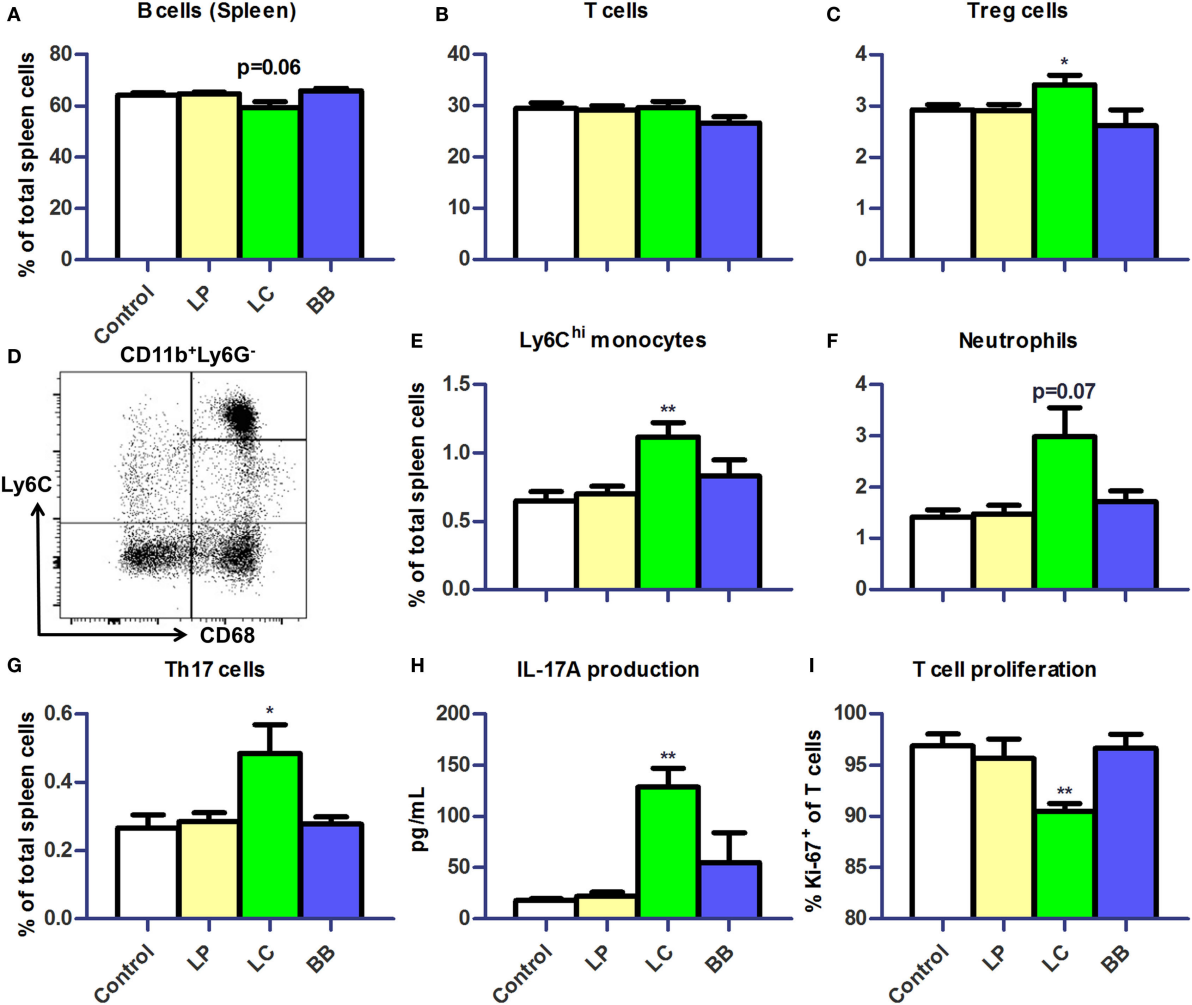
***L. casei* supplementation of *Ercc1^−/Δ7^* mice raised inflammatory markers in spleen**. **(A,B)** Mean frequencies of B and T cells in spleen were determined by flow cytometry. B cells were defined as CD19^+^, T cells were defined as CD3^+^. **(C)** Mean frequencies of Treg cells in spleen. **(D)** Flow cytometric analysis of splenic monocytes. CD11b^+^Ly6G^−^CD68^+^ cells were divided in Ly6C^hi^, Ly6C^int^, and Ly6C^lo^ monocytes. **(E–G)** Mean frequencies of Ly6C^hi^ monocytes, neutrophils, and CD3^+^CD4^+^CD8^−^Rorγt^+^ Th17 cells were determined by flow cytometry. **(H)** Mean concentration of IL-17A production by splenocytes stimulated with ConA for 4 days, as determined by Cytometric Bead Array. **(I)** Mean proliferating T cells (Ki-67^+^) in splenocyte culture stimulated with ConA for 4 days, as determined by flow cytometry. Data represent the mean + SEM from four to six animals per group. *p < 0.05; **p < 0.01. LP, *L. plantarum* WCFS1; LC, *L. casei* BL23; BB, *B. breve* DSM20213.

Increased frequencies of CD11b^+^Ly6G^−^CD68^+^Ly6C^hi^ monocytes (*p* < 0.01; Figures 6D,E) and a tendency to increased frequencies of CD11b^+^CD68^int^Ly6C^int^Ly6G^+^ neutrophils were observed after *L. casei* supplementation (*p* = 0.07; Figure 6F). In addition, the proportions of CD3^+^CD4^+^RORγt^+^ Th17 cells (Supplementary Figure 2B in Data Sheet 1) were increased after *L. casei* supplementation (*p* < 0.05; Figure 6G). A 4-day culture of splenocytes stimulated with concanavalin A (ConA), also showed increased IL-17A production (*p* < 0.01; Figure 6H) and a decreased T cell proliferation in splenocytes derived from *L. casei*-treated mice (*p* < 0.01; Figure 6I). None of these changes were observed in *Ercc1^−/Δ7^* mice treated with *L. plantarum* or *B. breve*, and in WT mice treated with each of the bacterial supplementations (Supplementary Figure 3 in Data Sheet 1). These data suggest that *L. casei*, in contrast to *L. plantarum* and *B. breve*, raises several inflammatory markers in *Ercc1^−/Δ7^* mice.

### Lymphocyte and Myeloid Development Affected after *L. plantarum* or *L. casei* Supplementation

We subsequently investigated the development of B cells and myeloid cells in BM and of T cells in thymus of *Ercc1^−/Δ7^* mice, as the observed changes in cell distribution in PP, MLN, and spleen might be explained by an altered migration or production. Absolute numbers in the BM were unchanged after bacterial supplementation (data not shown). In the BM, we observed significantly higher Lin^−^CD117^hi^CD11c^−^CD135^−^CD16/32^+^ granulocyte–monocyte precursor (GMP), CD11b^+^Ly6G^+^ neutrophil, and Ly6C^hi^CD31^−^ monocyte frequencies after *L. casei* supplementation (Figures 7A–C). Frequencies of total CD19^+^CD45R^+^ B-lineage cells were decreased after *L. plantarum* (*p* < 0.05) and *L. casei* supplementation (*p* < 0.001), but not after *B. breve* supplementation (Figure 7D). We observed a reduction in all B-lineage subsets, except pro-B cells, after *L. casei* and *L. plantarum* supplementation (data not shown). In thymus, only *L. casei* supplementation caused changes in cell distribution, with significantly reduced CD3^−^CD4^+^CD8^+^ double-positive (DP) cell numbers (Figures 7E–H).

**Figure 7:**
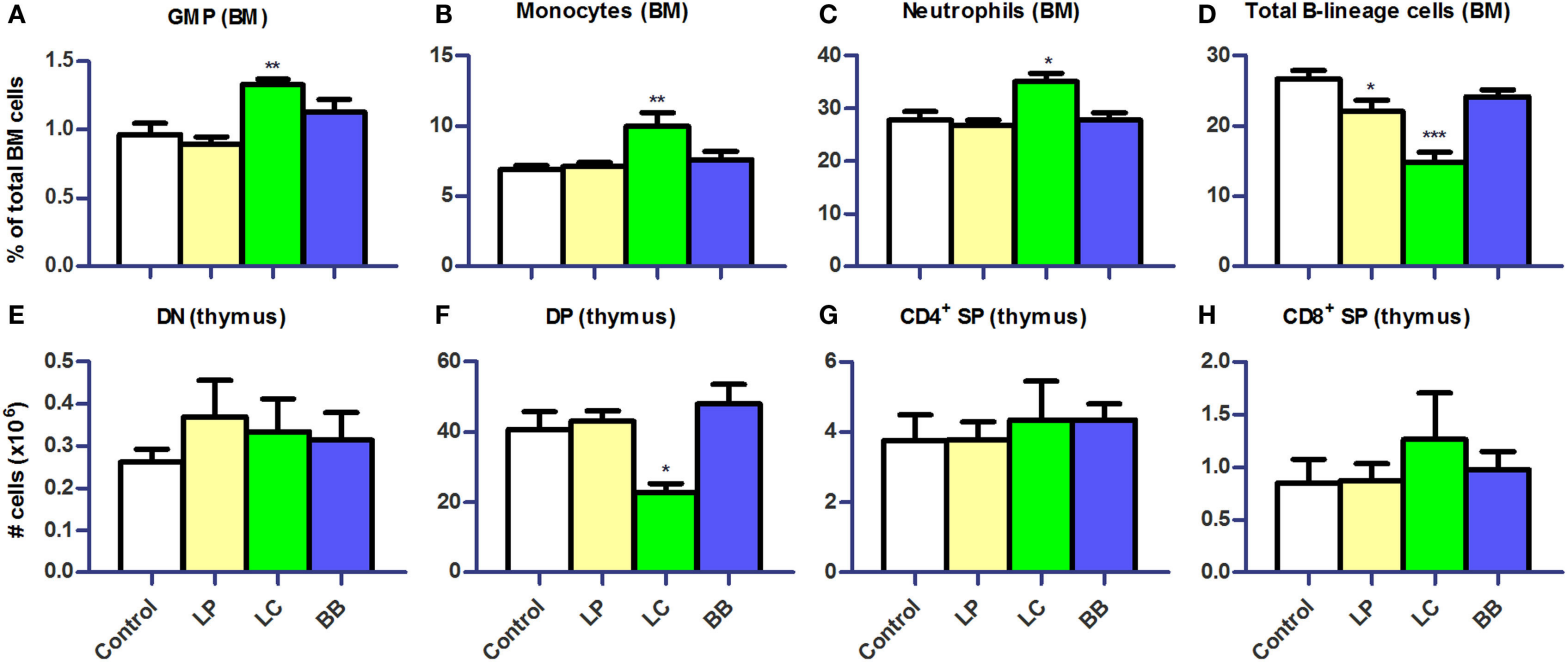
***L. casei* or *L. plantarum* supplementation altered myeloid and lymphoid development in bone marrow and thymus of *Ercc1^−/Δ7^* mice**. **(A–D)** Mean frequencies in bone marrow (BM) were determined by flow cytometry. Granulocyte–monocyte precursors (GMP) were defined as Lin^−^CD117^hi^CD11c^−^CD135^−^CD16/32^+^, neutrophils as CD11b^+^Ly6G^+^, monocytes as Ly6C^hi^CD31^−^, and B-lineage cells as CD19^+^CD45R^+^. **(E–H)** Mean absolute numbers were determined by cell counts and flow cytometry. Double-negative (DN) cells were defined as CD3^−^CD4^−^CD8^−^, double-positive (DP) cells as CD3^−^CD4^+^CD8^+^, CD4^+^ single-positive (SP) as CD3^+^CD4^+^CD8^−^, and CD8^+^ SP as CD3^+^CD4^−^CD8^+^. Data represent the mean + SEM from four to six animals per group. *p < 0.05; **p < 0.01; ***p < 0.001. LP, *L. plantarum* WCFS1; LC, *L. casei* BL23; BB, *B. breve* DSM20213.

In WT mice, we found no effect of bacterial supplementations on distribution of immune cells in BM or thymus, except for B-lineage cells after *L. plantarum* and *L. casei* supplementation (Supplementary Figure 4 in Data Sheet 1).

### Bacterial Supplementations Do Not Alter Lifespan of *Ercc1^−/Δ7^* Mice

The accelerated aging of *Ercc1^−/Δ7^* mice enabled us to assess the potential life-extending properties of the bacterial strains. No significant change in lifespan of *Ercc1^−/Δ7^* mice was observed after lifelong supplementation with *L. plantarum* or *L. casei* (Supplementary Figure 5 in Data Sheet 1).

### *L. casei* Supplementation Increases IgG Serum Titers

Because *L. casei* supplementation led to decreased B cell proportions in several immune organs of *Ercc1^−/Δ7^* mice, we tested whether serum antibody titers in *Ercc1^−/Δ7^* mice were altered. Total IgG1 and IgG2b (but not IgG2a, IgG3, IgE, and IgA) titers were significantly increased after *L. casei* supplementation (Figure 8). *L. plantarum* and *B. breve* supplementation did not significantly change titers of any Ig subclass.

**Figure 8:**
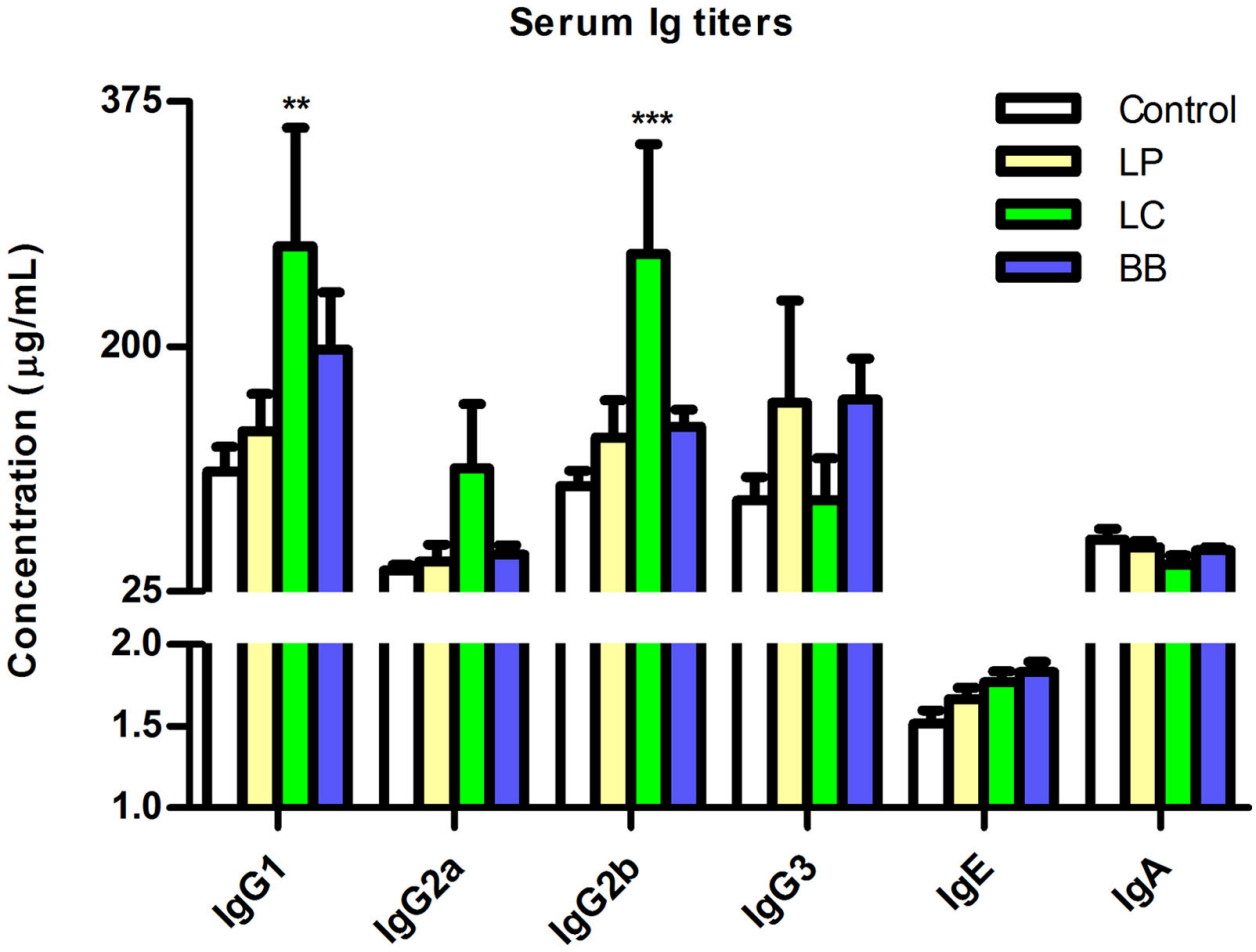
***L. casei* supplementation increased IgG1 and IgG2b titers in *Ercc1^−/Δ7^* mice**. Mean titers of IgG1, IgG2a, IgG2b, IgG3, IgE, and IgA in serum, as determined by Luminex. Data represent the mean + SEM from three to six animals per group. **p < 0.01; ***p < 0.001. LP = *L. plantarum* WCFS1; LC = *L. casei* BL23; BB = *B. breve* DSM20213.

### Immune Competence Improved by *L. casei* and *L. plantarum* Supplementation

To test whether changes in immune cell distribution also impact immune competence, we analyzed the B cell response of *Ercc1^−/Δ7^* mice to the T cell-dependent antigen TNP-KLH. Specific anti-TNP-KLH Ig titers of the three tested isotype classes (IgM, IgG1, IgG2a) after primary and booster immunization were consistently higher after *L. plantarum* and *L. casei* supplementation (Figure 9). In particular, IgG1 titers after booster immunization increased in both *L. plantarum*- and *L. casei*-supplemented mice compared with control-treated mice (*p* < 0.001).

**Figure 9:**
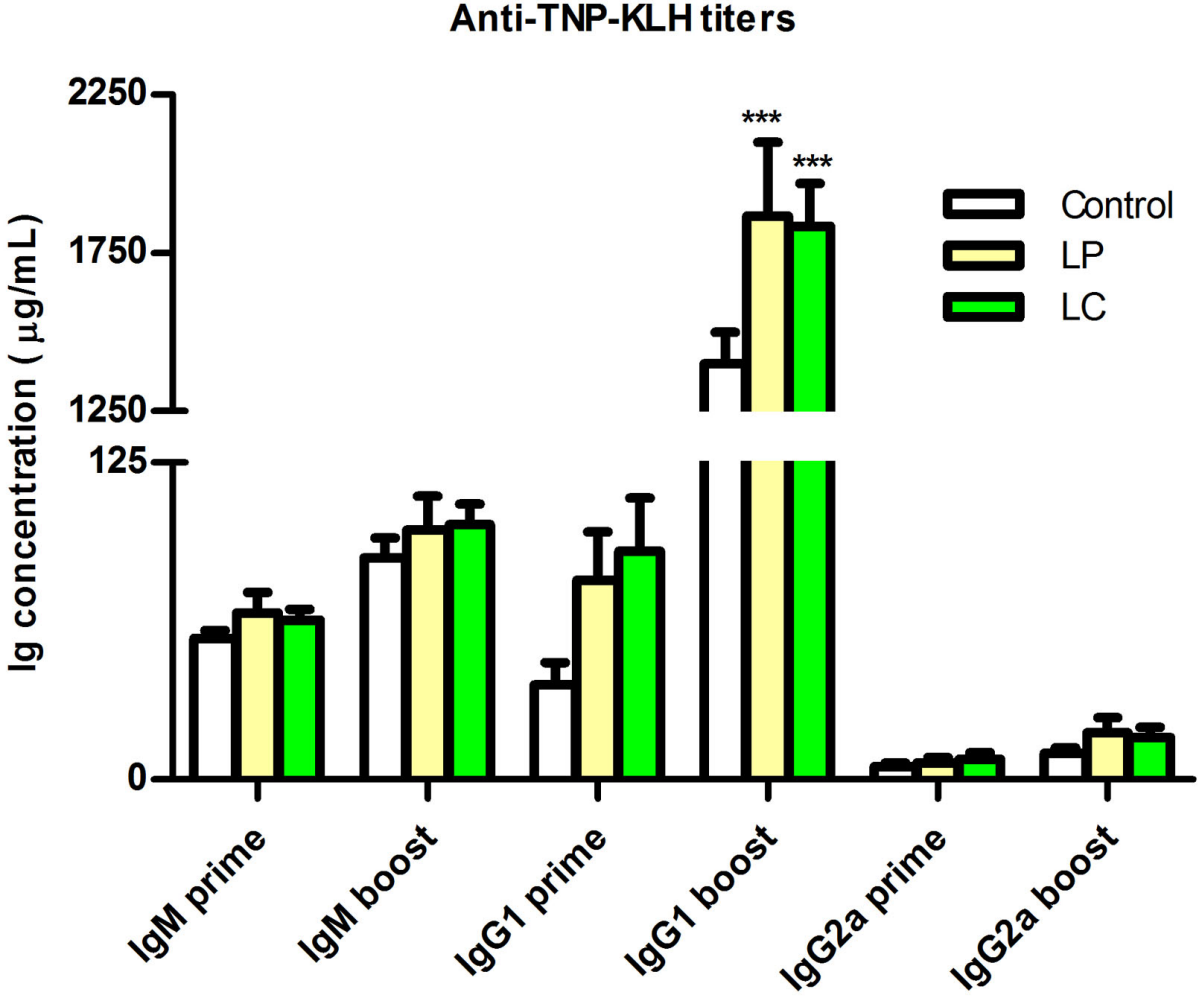
**Supplementation of *L. plantarum* and *L. casei* increased specific anti-TNP-KLH antibody responses of *Ercc1^−/Δ7^* mice**. Mean TNP-specific IgM, IgG1, and IgG2a concentrations in serum were determined by ELISA, 7 days after primary immunization (prime, age 9 weeks), or 7 days after booster immunization (boost, age 13 weeks). Data represent the mean + SEM of 6–12 animals per group. ***p < 0.001. LP, *L. plantarum* WCFS1; LC, *L. casei* BL23.

From these findings, we conclude that *L. plantarum* and *L. casei* enhance T cell-dependent B cell responses in *Ercc1^−/Δ7^* mice.

## Discussion

The effects of bacterial supplementations on the intestinal barrier and cellular parameters of immunity were studied in fast aging *Ercc1^−/Δ7^* mice. We observed that the mucus layer in the colon declines with age and that bacterial supplementation may prevent or exacerbate the age-related decline in the mucus layer, dependent on the specific bacterial strain. Additionally, we demonstrated a marked difference in the response to bacterial supplementations between *Ercc1^−/Δ7^* mice and WT mice. Finally, supplementation with *L. casei* BL23 profoundly changed the distribution of immune cells and supplementation with *L. plantarum* WCFS1 or *L. casei* BL23 improved immune competence in *Ercc1^−/Δ7^* mice.

Recently, we showed the age-related decline in mucus barrier of C57Bl/6 mice as well (Sovran et al., unpublished data). Importantly, we report that the mucus barrier declines with age, in aged C57Bl/6 and *Ercc1^−/Δ7^* mice (Figure 1). This finding adds another age-related phenotype to the wide spectrum of age-related phenotypes observed in *Ercc1^−/Δ7^* mice (40). Moreover, we report that the age-related decline in mucus barrier can be modulated by bacterial supplementation. *L. plantarum* prevented the decline in mucus barrier. *L. plantarum* is able to bind to mucus with a mannose-specific adhesin, which is described as a potential probiotic feature (41). In total, *L. plantarum* harbors four mucus-binding proteins (42). Based on the improved spatial compartmentalization of bacteria after *L. plantarum* supplementation, we postulate that *L. plantarum* adheres to the mucus. In addition, we found that *L. plantarum* supplementation tended to decrease the abundance of *Akkermansia muciniphila* (Figure 3), which is known as a mucus degrader (43). Thus, it would be conceivable that mucus degradation is decreased after *L. plantarum* supplementation. By contrast, *B. breve* is known as a mucus degrader (44), and could, therefore, be directly responsible for the decrease in mucus thickness in the colon of *B. breve*-treated mice. Interestingly, several pathways involved in protein folding and the UPR were upregulated after *L. casei* and *B. breve* supplementation (Data Sheet 2 in the Supplementary Material). A high demand for synthesis of secretory proteins (such as mucins) induces ER stress, which in turn induces the UPR (45). The close proximity of bacteria to the epithelium in *L. casei-* and *B. breve*-treated mice might induce a high demand for mucin production and secretion, leading to induction of ER stress and UPR. There is indeed evidence that defects in MUC2 mucin and a subsequent defective mucus layer lead to ER stress and UPR (46).

Microbiota profiling showed that only few microbial species are slightly altered by bacterial supplementation (Figures 2 and 3). Therefore, most of the observed effects in the mucus barrier and immune system may be directly linked to the supplementation of each of the bacterial strains.

We found that the different bacterial strains elicited characteristically different responses in gene regulation in the colon (Figure 4). *L. plantarum* is known for its moderately pro-inflammatory profile, and relatively high IL-10 induction, when tested in human PBMC cultures (28, 47). In line with these studies, several upstream regulators predicted to be activated after *L. plantarum* supplementation included the inflammatory cytokines IFN-γ, IL-1β, IL-4, and TNF. The association between increased activation of inflammatory cytokines and the improved integrity of the colon after *L. plantarum* supplementation raises the possibility that it might be beneficial to locally increase inflammatory cytokine levels. This suggestion is corroborated by the absence of activation of these inflammatory cytokines after *L. casei* or *B. breve* supplementation, which did not improve or exacerbate the age-related decline in mucus integrity. A “tonic” level of constitutive TLR activation by commensal bacteria was previously shown to be crucial in the recovery from DSS-induced epithelial damage due to the role of NF-κB in epithelial repair processes (48). This notion that “physiological pro-inflammatory signals” is required for intestinal homeostasis is also supported by studies using epithelium-specific iκB kinase-γ (or NEMO) ablation in mice. These mice develop spontaneous colitis due to the failure of NF-κB to induce epithelial repair and steady-state production of innate effector mechanisms in the intestine (49). TLR2 signaling has been implicated in tight junction regulation *in vivo* and *in vitro* (13). Thus, it is possible that aged mice have sub-optimal level of TLR stimulation in the intestine to promote innate barrier defenses and that this is enhanced by *L. plantarum*, but not by *L. casei* and *B. breve*.

Remarkably, none of the significantly regulated genes were directly linked to mucus production. However, while performing Upstream Regulator Analysis, growth factors, such as EGF, IGF1, and EGR1, were predicted to be activated after *L. plantarum* supplementation. Together, these findings may indicate that mucus production by goblet cells is not directly enhanced, but is part of general epithelial integrity, supported by a number of growth factors.

Because many regulated genes involved immune-related genes, we additionally analyzed the makeup of the immune system after bacterial supplementation. Whereas supplementation with *B. breve* exacerbated the age-related decline in mucus barrier in colon, it did not cause any changes in mucosal or systemic immunity (Figures 5–8). Oppositely, *L. casei* supplementation caused various signs of inflammation, such as Ly6C^hi^ monocyte and neutrophil influx and production in spleen and BM, respectively. These inflammatory signs were coincided with the general decrease in B cell frequencies (also in the BM) and double-positive thymocytes. There is evidence that neutrophils in the BM are primed by microbial ligands (50). The effects of microbiota-derived signals on priming B and T cells in the BM have not been previously described. Our study suggests an, up to now, unknown link between microbiota, intestinal barrier, and B and T cell precursors. Specific precursor stages (i.e., small resting pre-B cells) were significantly decreased after *L. casei* supplementation, and to a lesser extent after *L. plantarum* supplementation. In the case of *L. plantarum* supplementation, we suggest that improved intestinal barrier function might alter circulating microbiota-derived products, such as peptidoglycan (PGN) and lipopolysaccharide (LPS). For instance, hematopoietic stem cells are damaged after chronic exposure to LPS (51). Interestingly, the decrease in small resting pre-B cells after *L. casei* supplementation (and to lesser extent by *L. plantarum*) was the only finding that could be reproduced in WT mice supplemented with these bacterial strains (Supplementary Figure 4 in Data Sheet 1). This may indicate that the effect of *L. casei* and *L. plantarum* supplementation on B cell development is independent of age.

A previous study showed lifespan extension after *B. animalis* supplementation (21). Therefore, we performed a lifespan study for *L. plantarum* and *L. casei*, which indicated that neither of them is shortening or extending lifespan (Supplementary Figure 5 in Data Sheet 1).

Surprisingly, anti-TNP-KLH IgG1 titers in serum increased not only after *L. plantarum* but also after *L. casei* supplementation (Figure 9). This increase suggests that a demise in B cell development and B cell distribution does not necessarily translate into impaired B cell function. Previously, it has been shown that antigen-specific antibody titers can be enhanced by probiotic supplementation in aged mice (20), but data on B cell development are lacking.

The effects of the candidate probiotic strains were pronounced on the mucus barrier in the colon of *Ercc1^−/Δ7^* mice compared with WT mice. It has been shown in previous studies that strains, such as *L. casei* and *B. breve*, have beneficial effects on immunological parameters and intestinal barrier function in young mice (29–31). In our hands, *L. casei* and *B. breve* had no effect on mucus barrier or systemic immunity in young WT mice (except for the above-discussed finding on B cell development). A severe deteriorating effect, however, was observed on the mucus barrier or systemic immunity in *Ercc1^−/Δ7^* mice. These findings highlight the need for caution in translating beneficial effects of probiotics observed in young animals or humans to the elderly.

Our study has a number of limitations. We observed remarkable changes in the mucus layer, but could not pinpoint a single gene that is directly linked to the mucus layer. Furthermore, we did not include commercially available probiotic bacterial strains, such as *Lactobacillus rhamnosus* GG, or a non-probiotic bacterial strain. Nevertheless, our study reveals a previously unknown effect of age on the mucus barrier. We also show that it is possible to modulate this age-related decline in the mucus barrier by supplementation of bacterial strains, with coinciding effects on systemic immunity. More research is warranted to elucidate the interplay between bacteria, the aged gut epithelium, and the immune system.

Our data provide evidence that a comprehensive analysis of the intestinal barrier and immunity are needed in order to evaluate how bacterial supplementation contributes to the restoration of the age-related decline in intestinal barrier. A positive finding was that probiotic strains, such as *L. plantarum*, might contribute to maintenance of intestinal integrity by preventing age-related deterioration of the colonic mucus layer.

## Author Contributions

AB, BS, JHH, WV, PV, JW, PL, CN, RH, and HS conceived the study. AB, BS, FH, BM, CB, JAH, VM, CP, and MB performed the experiments. AB wrote the manuscript. BS, FH, BM, CB, JAH, JHH, WV, PV, JW, PL, CN, RH, and HS contributed to the revisions of the draft manuscripts.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer SS and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

# Supplementary material for: Supplementation with Lactobacillus plantarum WCFS1 Prevents Decline of Mucus Barrier in Colon of Accelerated Aging Ercc1−/Δ7 Mice
**Source:** Front Immunol. 2016 Oct 7;7:408. doi: 10.3389/fimmu.2016.00408
**Supplement:** Data Sheet 1

**Supplementary data**

**Supplementary Table 1. Used antibodies in flow cytometry.**

| Target | Format | Clone | Company |
| --- | --- | --- | --- |
| CD2 | PE | RM2-5 | BD |
| CD3e | APC-Efluor780  FITC*  PerCP-Cy5.5 | 17A2  145-2C11  145-2C11 | Ebioscience  BD  BD |
| CD4 | APC-H7  FITC | GK1.5  H129.19 | BD  BD |
| CD8a | FITC  PE  V450 | 53-6.7 | BD |
| CD11b | APC-Cy7  PE-Cy7 | M1/70 | BD  Ebioscience |
| CD11c | PE-Cy7 | N418 | Ebioscience |
| CD16/32 | APC-Cy7  Purified | 2.4G2 | BD |
| CD19 | APC-Efluor780  FITC*  PerCP-Cy5.5 | 1D3 | Ebioscience |
| CD25 | APC  PE-Cy7 | 3C7  PC61.5 | BD  Ebioscience |
| CD31 | APC | 390 | Ebioscience |
| CD45R/B220 | BV421  FITC* | RA3-6B2 | BD |
| CD68 | FITC | FA-11 | BioLegend |
| CD117 | BV421 | 2B8 | BioLegend |
| CD135 | APC | A2F10.1 | BD |
| FcεRIα | FITC* | MAR-1 | Ebioscience |
| FoxP3 | PE | FJK-16s | Ebioscience |
| IgD | PE  PerCP-Efluor710 | 11.26.2ca  11-26c | BD  Ebioscience |
| Igκ | FITC | 187.1 | BD |
| Igλ | FITC | R26-46 | BD |
| IgM | APC  Efluor450 | II/41 | Ebioscience |
| Ki-67 | PE-Cy7 | SolA15 | Ebioscience |
| Ly6C | AF488  PerCP-Cy5.5 | ER-MP20  HK1.4 | AbD Serotec  Ebioscience |
| Ly6G | BV421  PE | 1A8 | BD |
| Ly6C+Ly6G (GR-1) | FITC* | RB6-8C5 | BD |
| NK1.1 | FITC* | PK136 | Ebioscience |
| RORγt | AF647 | Q31-378 | BD |
| TER-119 | FITC* | TER-119 | BD |

*Included in lineage cocktail for GMP staining.

**Supplementary Table 2. Top-10 biological processes upregulated (as determined with GSEA) by bacterial supplementations in proximal colon of *Ercc1^-/Δ7^* mice treated with *L. plantarum* WCFS1 (LP), *L. casei* BL23 (LC), or *B. breve* DSM20213 (BB).**

| **Nr** | **Pathway** | **NES** | **p-value** | **FDR q-value** |
| --- | --- | --- | --- | --- |
| 1 LP | Malaria (KEGG) | 2.15 | 0.00 | 0.03 |
| 2 LP | Fanconi pathway (NCI) | 2.06 | 0.00 | 0.05 |
| 3 LP | Glycogen metabolism (WIP) | 2.05 | 0.00 | 0.04 |
| 4 LP | ATRBRCA pathway (BIOC) | 1.97 | 0.00 | 0.08 |
| 5 LP | Type II Interferon signaling (WIP) | 1.95 | 0.00 | 0.09 |
| 6 LP | VIP Pathway (BIOC) | 1.94 | 0.00 | 0.08 |
| 7 LP | ARF6 trafficking pathway (NCI) | 1.92 | 0.00 | 0.09 |
| 8 LP | Statin pathway (WIP) | 1.91 | 0.00 | 0.09 |
| 9 LP | Fanconi anemia pathway (KEGG) | 1.85 | 0.00 | 0.14 |
| 10 LP | IL8/CXCR1 pathway (NCI) | 1.83 | 0.00 | 0.15 |
|  |  |  |  |  |
| 1 LC | Mitotic G1-G1 S Phases (REACT) | 1.89 | 0.00 | 0.08 |
| 2 LC | Unfolded protein response (REACT) | 1.90 | 0.00 | 0.10 |
| 3 LC | S Phase (REACT) | 1.83 | 0.00 | 0.12 |
| 4 LC | DNA replication (KEGG) | 1.91 | 0.00 | 0.12 |
| 5 LC | NOD-like receptor signaling pathway (KEGG) | 1.80 | 0.00 | 0.13 |
| 6 LC | Cone pathway (NCI) | 1.81 | 0.00 | 0.13 |
| 7 LC | DNA replication (WIP) | 1.84 | 0.00 | 0.13 |
| 8 LC | Synthesis of DNA (REACT) | 1.78 | 0.00 | 0.14 |
| 9 LC | Glycosphingolipid biosynthesis - lacto (KEGG) | 1.73 | 0.01 | 0.14 |
| 10 LC | G1 S transition (REACT) | 1.78 | 0.00 | 0.14 |
|  |  |  |  |  |
| 1 BB | Citrate (TCA) cycle (KEGG) | 2.00 | 0.00 | 0.07 |
| 2 BB | Prefoldin mediated transfer of substrate to CCT TRIC (REACT) | 1.88 | 0.00 | 0.10 |
| 3 BB | Glycolysis gluconeogenesis (KEGG) | 1.89 | 0.00 | 0.11 |
| 4 BB | Pyruvate metabolism and citric acid (TCA) cycle (REACT) | 1.92 | 0.00 | 0.11 |
| 5 BB | Protein folding (REACT) | 1.75 | 0.00 | 0.12 |
| 6 BB | Fructose and mannose metabolism (KEGG) | 1.82 | 0.00 | 0.12 |
| 7 BB | TCA cycle (WIP) | 1.74 | 0.01 | 0.13 |
| 8 BB | Chaperone-mediated protein folding (REACT) | 1.76 | 0.00 | 0.13 |
| 9 BB | Valine, leucine and isoleucine degradation (KEGG) | 1.77 | 0.00 | 0.13 |
| 10 BB | Butanoate metabolism (KEGG) | 1.72 | 0.01 | 0.14 |

Gene sets significantly regulated (p<0.05, FDR<0.2) by bacterial supplementations compared with control were determined by gene set enrichment analysis (GSEA). Gene sets involved in immunity are highlighted in orange. Gene sets involved in growth and cell cycle are highlighted in blue. NES = normalized enrichment score.

**Supplementary Table 3. Top-10 biological processes downregulated (as determined with GSEA) by bacterial supplementations in proximal colon of *Ercc1^-/Δ7^* mice treated with *L. plantarum* WCFS1 (LP), *L. casei* BL23 (LC), or *B. breve* DSM20213 (BB).**

| **Nr.** | **Name** | **Size** | **ES** | **NES** | **p-value** | **FDR q-value** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 LP | GPCRs (WIP) | 163 | -0.47 | -2.12 | 0.00 | 0.00 |
| 2 LP | Odorant GPCRs (WIP) | 216 | -0.42 | -1.92 | 0.00 | 0.04 |
| 3 LP | Olfactory signaling pathway (REACT) | 44 | -0.53 | -1.89 | 0.00 | 0.04 |
|  |  |  |  |  |  |  |
| 1 BB | IL2 STAT5 pathway (NCI) | 30 | -0.58 | -2.03 | 0.00 | 0.05 |
| 2 BB | Immunoregulatory interactions between lymphoid/non-lymphoid cells (REACT) | 35 | -0.53 | -1.94 | 0.00 | 0.05 |
| 3 BB | Angiopoietin receptor pathway (NCI) | 47 | -0.50 | -1.91 | 0.00 | 0.05 |
| 4 BB | Activation of the pre-replicative complex (REACT) | 21 | -0.61 | -1.91 | 0.00 | 0.05 |
| 5 BB | BARD1 pathway (NCI) | 27 | -0.56 | -1.89 | 0.00 | 0.05 |
| 6 BB | Type II Interferon signaling (WIP) | 30 | -0.56 | -1.97 | 0.00 | 0.05 |
| 7 BB | GPVI-mediated activation cascade (REACT) | 19 | -0.62 | -1.94 | 0.00 | 0.06 |
| 8 BB | Generation of second messenger molecules (REACT) | 16 | -0.64 | -1.87 | 0.00 | 0.06 |
| 9 BB | IL4 2 pathway (NCI) | 57 | -0.48 | -1.97 | 0.00 | 0.07 |
| 10 BB | IL6 7 pathway (NCI) | 45 | -0.47 | -1.81 | 0.00 | 0.07 |

Gene sets significantly regulated (p<0.05, FDR<0.2) by bacterial supplementations compared with control were determined by gene set enrichment analysis (GSEA). 

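The table's normalized enrichment scores come from a ranking of all measured genes. A negative score means that a gene set gathers at the lower end. In mice supplemented with *L. plantarum*, olfactory receptors, the largest family of G protein-coupled receptors, were lower in 729 of 990 genes, at a median log2 fold change of −0.06. The Reactome list of olfactory signaling was lower in 393 of 549 genes, and that of signaling downstream of G protein-coupled receptors in 578 of 971. Olfactory receptors are G protein-coupled receptors, so these lists can share genes. Whether receptor signaling was lower apart from the olfactory genes was not tested. Of the olfactory receptors 14 were called down, among them Olfr198 at −0.50 ± 0.22 (SE, exact permutation p = 0.091, and −0.63 and not called with plate column as a block), and 1 was called up. Olfr198 lost its call without *L. plantarum* mice C9 (−0.41), C28 (−0.50), C35 (−0.45) and C50 (−0.48) or control mice C48 (−0.47), C3 (−0.405) and C33 (−0.33). In mice supplemented with *L. casei*, 535 of 990 were lower (camera adjusted p = 0.098), which passed without *L. casei* mouse C32 (0.0024) or control mice C6 (1.7e-06) and C20 (0.0016) and with the block (0.0025), in a range of 1.7e-06 to 0.96.

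After *L. plantarum* the camera adjusted p was 1e-08 for olfactory receptors, 5.7e-07 for the olfactory signaling list and 0.025 for the receptor signaling list, at 0.92 each with an estimated correlation. Olfactory receptors are dim on these arrays, with a mean log2 signal of 4.12, and 10000 random lists of equally dim genes had a median log2 fold change of −0.02 (95% of lists from −0.0225 to −0.01). Without control mouse C33 the 3 lists did not pass (adjusted p = 0.35, 0.58 and 0.95, the last turned upward), and the receptor signaling list did not without *L. plantarum* mice C9 (0.37) and C50 (0.060) or control mouse C38 (0.11), nor with plate column as a block (0.12). Over the alternatives the adjusted p ran from 1.5e-21 to 0.99 for olfactory receptors, from 2.4e-17 to 0.99 for olfactory signaling and from 2.2e-09 to 0.99 for receptor signaling, and the block gave 1.7e-05 and 0.00031 for the first 2.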

Gene sets involved in immunity are highlighted in orange. Gene sets involved in growth and cell cycle are highlighted in blue. NES = normalized enrichment score.

**
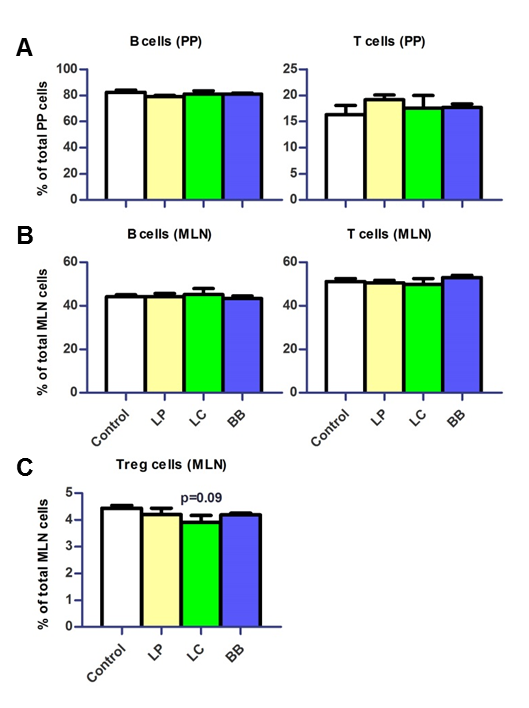
**

**
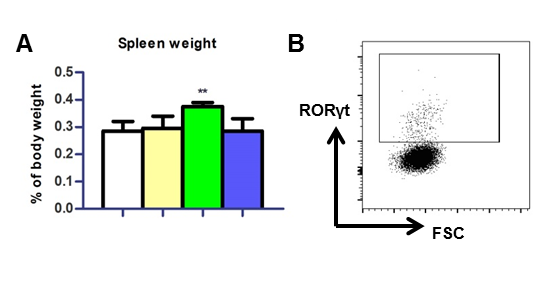
**

**Supplementary Figure 2. Increased relative spleen weight after *L. casei* supplementation of *Ercc1^-/Δ7^* mice.** A) Spleen weights relative to body weight. Data represent mean spleen weights + S.E.M of 4-6 animals per group. B) Flow cytometric analysis of splenic Th17 cells. CD3^+^CD4^+^CD8^-^ cells were gated for RORγt and FSC (forward scatter).

**
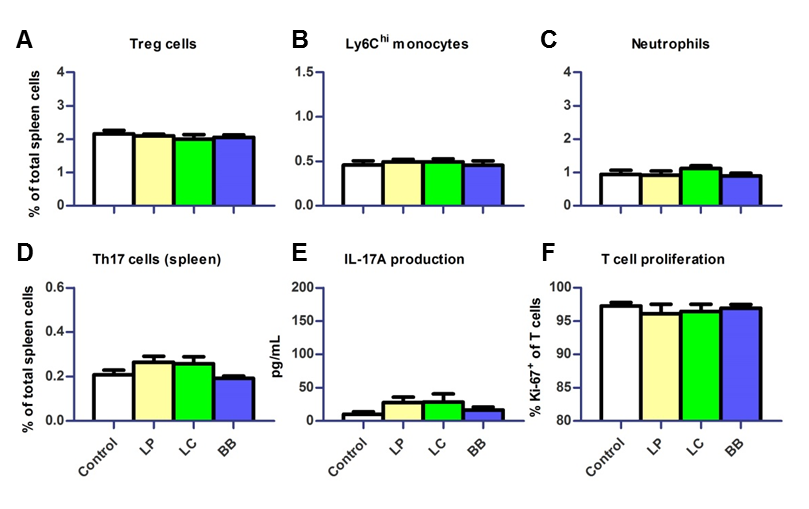
**

**Supplementary Figure 3. Bacterial supplementation of *Ercc1^+/+^* mice did not change splenic parameters.** A) Mean frequencies of Treg cells in spleen. B-D) Mean frequencies of Ly6C^hi^ monocytes, neutrophils, and CD3^+^CD4^+^CD8^-^Rorγt^+^ Th17 cells were determined by flow cytometry. E) Mean concentration of IL-17A production by splenocytes stimulated with ConA for four days, as determined by Cytometric Bead Array. F) Mean proliferating T cells (Ki-67^+^) in splenocyte culture stimulated with ConA for four days, as determined by flow cytometry. Data represent the mean + S.E.M. from 4-6 animals per group. LP = *L. plantarum* WCFS1; LC = *L. casei* BL23; BB = *B. breve* DSM20213.

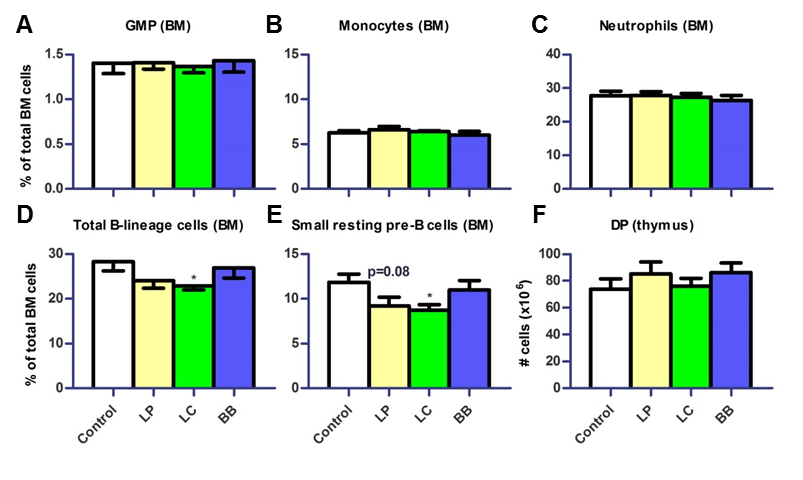

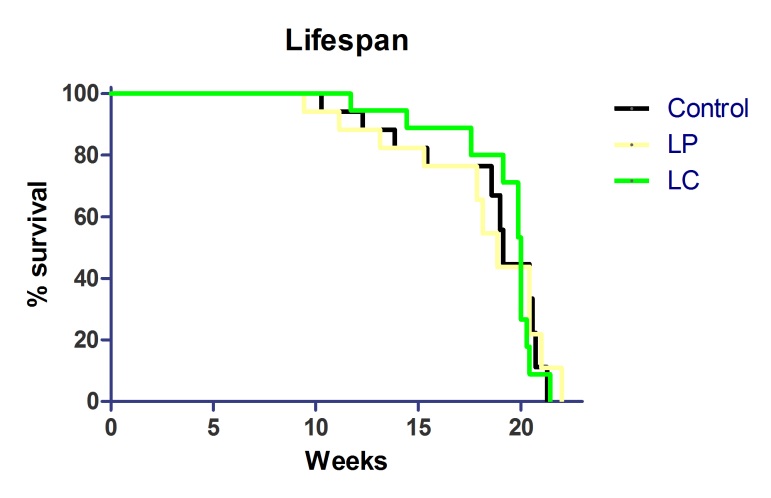

**Supplementary Figure 5. Bacterial supplementations did not change lifespan of *Ercc1^-/Δ7^* mice.** Data represent 11-12 animals per group (with an additional 6 animals per group censored at 16 weeks). LP = *L. plantarum* WCFS1; LC = *L. casei* BL23.

How the deposited data were processed for this re-analysis (not part of the article)

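The data are the log2 signals of Mouse Gene 1.1 ST arrays as deposited by the authors, made with RMA before deposit according to the submitters' processing notes, which give no version. Other arrays may have been normalized together with these, and the probe-to-gene file behind the authors' symbols is not stated in the sources used here. The values were used without a further transformation, for 16 arrays of proximal colon: 6 of control-treated *Ercc1-/Δ7* mice, 6 of mice supplemented with *L. plantarum* WCFS1 and 4 of mice supplemented with *L. casei* BL23. Each array was taken as a separate mouse, and the times of day at which the tissue was collected are not known. The arrays of mice supplemented with *B. breve* were not analysed here. In 1 *L. casei* array the labels carry the names of 2 mice, C4 in its title and array name and C48 in another field. C48 is also the name of a control mouse. The treatment of that *L. casei* array is *L. casei* in each field, and its mouse is called C4 here, after the array name. No label could be checked by the level of Ercc1, since all mice carry the same alleles and the probe set of Ercc1 is shared with another gene.

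The arrays hold 35556 probe sets, of which 21218 carry 1 gene symbol, for 18820 distinct genes. Mean log2 signal was below 6 in 45.1% of probe sets. Array medians lay between 6.30 and 6.38, correlations between arrays between 0.979 and 0.993, and 0 pairs of arrays were identical. Limma 3.58.1 in R 4.3.3 was fitted once to the 3 groups (lmFit and eBayes), with 13 residual degrees of freedom and 2.25 from the prior. Probe sets were called at an unadjusted p under 0.05 and over 1.2-fold, and p was also adjusted over all probe sets by the method of Benjamini and Hochberg. The text of the paper names no test for the transcriptome. Errors of log2 fold changes are standard errors from limma, and single genes were tested by a two-sided exact permutation test of the difference between group means.

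Genes are named by a rule: the 10 largest rises and 5 largest falls among called probe sets with 1 gene symbol, the genes the paper names for *L. plantarum* or *L. casei*, the mucins and Toll-like receptors, up to 4 genes with the smallest p in each gene list, and genes called in both comparisons. The paper's supplementary gene table had been read when the rule was written. The largest rises and falls and the genes called in both comparisons are all named, and of the other parts of the rule some genes are named, chosen after their values were seen, beside the count over their list. A gene with several probe sets is named by its brightest one unless another was called.

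Gene lists were tested with camera of limma, on the brightest probe set of each gene, with a preset correlation of 0.01 between genes and p adjusted over 66 lists of at least 3 measured genes. The lists cover the paper's pathways and regulators, mucus, barrier, interferon, TNF, immediate early, cell cycle, metabolic and clock genes, markers of the cell types that colon tissue can hold, gene families by symbol and Reactome sets. The clock, small intestinal enterocyte and adipocyte lists were chosen after reading the paper's gene table. The estimated correlation of camera, fry, fgsea 1.28.0 and camera on ranks served as alternatives. Of these, fry asks another question, whether the genes of a list changed at all, and it sets the upper end of many ranges. Alternatives set in advance also cover the variance prior, the groups in the fit, other tests, filters on probe sets, normalization, array weights, plate column and row, thresholds and leaving out each mouse. The alternative that leaves out both mice away from their group's plate column was added after seeing the data.

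In a self-test, differences were added to simulated arrays of 35556 probe sets with the spread of these ones. Of probe sets shifted by a log2 of 0.5, 89.6% were called with 6 mice against 6 and 80.6% with 4 against 6, and 68.7% and 38.8% passed an adjusted p of 0.05 in limma. Shifts of 1 were called in 100% of probe sets at both sizes. Among unchanged probe sets, 630 and 783 were called. A list of 33 genes shifted by 0.2, the unfolded protein response, had an adjusted p of 7.5e-43 and 4.9e-32 in camera, and 1 of 65 other lists passed at each size. In the real arrays, where that list had an estimated correlation between genes of 0.17, chance passed more lists. Over 100 groupings of the mice a median of 14 passed for *L. plantarum* against control and 16 for *L. casei* against control. The self-test thus gives neither the power of camera nor its rate of false passes in these arrays. Random draws used a fixed seed.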

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

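The tests without mouse C35, those with plate column as a block for the 3 patterns below, the correlation of the clock lists, the groupings of lists between the 2 supplementations and the test of other enterocyte genes were chosen only after the results were seen.

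Chance could not be excluded for these counts of genes or lists. Of 100 groupings of the mice, the real one included, 88 called at least the 425 probe sets that *L. plantarum* against control called in the same fit of 2 groups (highest other grouping 1594), 57 at least the 727 of *L. casei* against control (1984) and 70 at least the 600 of *L. plantarum* against *L. casei* (1592). For gene lists, 88 groupings passed at least the 8 lists of *L. plantarum* (34), 29 at least the 22 of *L. casei* (36) and 51 at least the 16 of *L. plantarum* against *L. casei* (35). Some groupings called several times the real count, and whether this comes from a structure of the samples was not tested.

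Immediate early genes were higher after *L. plantarum*, where mouse C35 lay far from the other 5, by a log2 difference of 2.6 in Egr1, 1.4 in Egr2 and 0.83 in the mean of the list. The median log2 fold change of the list went from 0.181 to 0.032 without C35 (adjusted p = 0.064, and 2.6e-08 to 0.99 over the alternatives), and the score of C35 was 0.804 against 0.0889 for the next mouse. Since C35 was picked for standing apart, a fall without it follows in part from that choice, and it does not decide between a response in 1 mouse and a weaker one shared by the group. Atf3 stood at 0.365 without C35, close to its value with all mice. Plate column cannot be told apart from supplementation, since the score differed from control by 0.34 (SE 0.30) with column as a block and by 0.21 (SE 0.15) without. Why C35 differs, through its handling, its health or the bacteria, was not tested.

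As a list, clock genes that peak with Arntl were higher after *L. casei* in 5 of 5 genes, 3 of them called (adjusted p = 0.00019, and 0.50 with an estimated correlation), and those that peak with Dbp were lower in 5 of 8, 2 of them called (0.025, and 0.96 with an estimated correlation), outside the genes the paper discusses. Over the 16 mice, with group means removed, the scores of the 2 lists were anticorrelated (r = −0.76, permutation p = 0.0028, rho = −0.78, permutation p = 0.0021, and r = −0.66 without the 2 mice farthest from the median), the 1 correlation computed. The clock phase thus may have varied between mice of 1 group, as different times of collection would give, and these times are not known. Plate column cannot be told apart, as the difference between the scores of *L. casei* and control was 0.22 (SE 0.22) with column as a block and 0.27 (SE 0.093) without. An effect of *L. casei* on the clock of the colon stays open and untested.

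Apoa1 and Apoa4 rose together after *L. plantarum*, though Apoa4 lost its call without mice C11 (1.29) and C28 (1.35), and Apoa1 without C11 (1.1), C28 (1.11), C6 (1.21) and C38 (1.01). Small intestinal tissue in the samples would bring the other transcripts of its enterocytes, but the 13 such genes no brighter than Apoa4 had a median log2 fold change of 0.079 (SD 0.32), with 9 higher and 4 lower between −0.48 and 0.71. Of the 13, 6 lay under a log2 signal of 6 in the control mice. These 6 were all higher: Fabp1 (0.63), Lct (0.55), Mttp (0.14), Slc2a2 (0.11), Treh (0.079) and Cyp3a11 (0.046). The other 7 had a median of −0.01 (SD 0.36). The 7 brighter genes argue against such tissue as the whole cause, whereas the 6 dim ones do not. A part of the rise from such tissue stays open. Mouse C11 was the highest of the 16 mice in 8 of the 24 enterocyte genes, Apoa1 among them, and in 6 of the 13. Plate column cannot be told apart, with a mean difference of 1.0 (SE 1.1) as a block, against 1.4 (SE 0.60) without. Against the same controls, Apoa4 and Apoa1 were also higher after *L. casei*, at log2 fold changes of 0.96 and 0.62. The highest mouse in Apoa4 was *L. casei* mouse C32. A response of the colon epithelium to *L. plantarum* stays open as a hypothesis and was not tested.

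Over 100 genes and 16 lists, 348 groups of mice were searched for a mouse far from the others of its group, and 23 (6.61%) held one, where chance gives about 1 in 20. Values are log2 differences from the mean of the other mice of the group. *L. casei* mouse C32 stood apart in Ada (1.7), Fabp1 (1.8), Igkv8-19 (2.4), Snapc2 (0.18) and the olfactory receptor list (0.23). The Snapc2 value is of a probe set other than the one called in both comparisons. *L. casei* mouse C4 stood apart in Klk1b11 (−0.28) and Muc1 (2.0), and *L. casei* mouse C7 in Olfr479 (0.23) and Plin1 (0.94). *L. plantarum* mouse C11 stood apart in Brca2 (0.21) and Jchain (−1.2), mouse C2 in Clca1 (0.30) and mouse C28 in Muc3 (−0.055) and the G1 to S list (0.18). Control mouse C6 stood apart in Ighv1-72 (−0.91) and the immunoglobulin variable list (−0.88), mouse C3 in Muc2 (−0.29) and the goblet cell list (−0.27), mouse C33 in E2f3 (−0.52) and mouse C48 in Nlrp3 (−0.29).

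Lists of genes the paper does not discuss also passed camera. Adipocyte markers were higher after *L. plantarum* (adjusted p = 0.011, and 0.92 with an estimated correlation) and lower after *L. casei* (2.5e-05, and 0.66 with it). After *L. casei*, type I interferon response genes (2.5e-05) and endothelial markers (0.00039) were lower, and plasma cell markers were higher (0.017), with adjusted p of 0.96, 0.64 and 0.96 with an estimated correlation.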

How the results depend on the processing

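Of the alternatives, 1 was chosen only after the results were seen, the one that leaves out both mice away from their group's plate column. No paired analysis was possible because the groups share no replicate numbers. Over the alternatives, 58 genes gave 1695 values after *L. plantarum*, of which 1525 kept their side of the thresholds without a reversal, 149 lost a call, 20 gained one and 1 reversed. Among the 1525, 8 values, never called, changed sign. After *L. casei*, 61 genes gave 1786 values, of which 1562 kept their side, 175 lost a call, 48 gained one and 1 reversed, and among the 1562, 9 values, never called, changed sign. In this section, counts of probe sets called in both comparisons are of those called in the same direction. Among the alternatives at the paper's thresholds, calls were least shared with plate column as a fixed block, which leaves C48 as the only control mouse. For the alternatives with other thresholds, calls kept were not compared. Fewer probe sets or mice tested change counts by construction, and elsewhere the cause was not tested. The t-tests were run for counts and genes only, and the split of the controls for the overlap and r only. Many calls were dim. A mean log2 signal under 6 was found in 66.5% of those after *L. plantarum* and 57% of those after *L. casei*. Of all probe sets, 45.1% lay under 6.

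The methods' t-test called 489 probe sets after *L. casei* and 45 in both comparisons. Welch's t-test called 272 after *L. plantarum*, 410 after *L. casei*, 327 between the 2 and 37 in both, with 55.4% of *L. casei* calls up. With only the probe sets above the median signal, 108, 272, 167 and 30 were called, with 45.6% of *L. casei* calls up and 1 list past the test after *L. plantarum*. There the adjusted p was 0.14 for interferon-γ response genes, 0.12 for TNF and NF-κB response genes, 0.14 for olfactory receptors and, reversed, 0.47 for receptor signaling after *L. plantarum* and 0.64 for olfactory signaling between the 2, and 0.085 for NOD-like receptor signaling and 0.26 for immunoglobulin variable genes after *L. casei*. The intensity and range filter gave 0.018 for type II interferon signaling after *L. plantarum*, and 11 lists after *L. casei*, with 0.13 for goblet cell genes, 0.33 for DNA replication and 0.42 for NOD-like receptor signaling. Probe sets with one gene symbol gave 93, 217, 162 and 13 calls, with 40.9% and 59.4% up. Quantile normalization again gave 46.3% of *L. casei* calls up. Array weights gave 0.051 for interferon-γ response genes after *L. plantarum* and 0.035 for the G1 to S transition after *L. casei*.

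Plate column as a fixed block, which sets 6 *L. plantarum* mice against control mouse C48 alone and *L. casei* mouse C4 alone against C48, gave 898, 1308, 1169 and 338 calls, with 64.5% and 58.8% up and 2, 2 and 1 probe sets at an adjusted p under 0.05. It gave 18 lists after *L. plantarum*, with 0.0031 for type II interferon signaling, 0.021 for the VIP pathway and, reversed, 0.00055 for type I interferon response genes. After *L. casei* it gave 10 lists, with 0.85 for DNA replication, 0.22 for NOD-like receptor signaling and, reversed, 0.77 for immunoglobulin variable genes and 0.77 for type I interferon response genes. Between the 2, olfactory receptors (0.92) and olfactory signaling (0.8) reversed. Lrrn4 reversed to 0.116 after *L. plantarum* and Hibadh to −0.174 after *L. casei*. Plate column as a random block gave 667 calls after *L. plantarum*, 163 in both and 0.11 for interferon-γ response genes. Plate row as a fixed block gave 0.021 for type II interferon signaling and 0.055 for DNA replication after *L. casei*.

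A threshold over 1.5-fold left 59, 151, 122 and 9 calls, with 69.5% and 43% up. An unadjusted p under 0.01 left 104, 213, 140 and 7, with 62.5% and 59.6% up. With no fold threshold there were 1260, 1807, 1286 and 287, with 57.9% of *L. casei* calls up. With an estimated inter-gene correlation, 0 lists passed after either supplementation. The adjusted p was 0.92 for interferon-γ, TNF and immediate early genes and olfactory receptors after *L. plantarum*, and 0.66 for goblet cell genes, 0.96 for DNA replication, 0.5 for the unfolded protein response, 0.96 for NOD-like receptor signaling and 0.66 for immunoglobulin variable genes after *L. casei*. With fry 0 lists passed, at 0.99 for the same 4 lists and at 0.5, 0.82, 0.15, 0.82 and 0.5. Fry asks whether the genes of a list changed at all, not whether they moved apart from the other genes. Preranked fgsea gave 0.0059 for type II interferon signaling, 28 lists after *L. casei* and 0.02 for the G1 to S transition. Camera on ranks gave 0.033 for type II interferon signaling and 0.1 for immunoglobulin variable genes. With both arrays away from their group's plate column left out, 863 probe sets were called between *L. plantarum* and *L. casei*, with 1 at an adjusted p under 0.05 there and 1 after *L. casei*. There 14 lists passed after *L. plantarum*, with 0.042 for the Fanconi anemia pathway and 0.21 for interferon-γ response genes, and 7 after *L. casei*, with 0.07 for goblet cell genes and 0.13 for NOD-like receptor signaling. With the controls split between the comparisons, 25.4 probe sets were called in both in the same direction on average and r reversed to −0.0399.

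Leaving out each mouse in turn gave 379 to 613 calls after *L. plantarum* (C33 and C6), 732 to 1100 after *L. casei* (C35 and C7), 497 to 891 between the 2 (C35 and C7) and 76 to 154 in both (C24 and C3). The share up ran from 45.5% to 54.8% and from 44% to 58.1%, and r from 0.391 to 0.541. At an adjusted p under 0.05 there were 0 after *L. plantarum*, 0 to 1 after *L. casei* (without C4) and 0 to 1 between the 2 (without C9 or C4). Lists past the test ran from 4 to 18 after *L. plantarum* (C33 and C20) and from 5 to 28 after *L. casei* (C4 and C7). After *L. plantarum* the adjusted p ran from 0.065 to 0.97 for the ATR-BRCA pathway, 0.045 to 0.59 for the Fanconi anemia pathway, 0.14 to 0.57 for goblet cell genes, 0.15 to 0.91 for the IL8 pathway, 2.6e-08 to 0.064 for immediate early genes, 7.4e-05 to 0.9 for interferon-γ response genes, 0.28 to 0.99 for mucins, 1.5e-21 to 0.35 for olfactory receptors, 5.7e-05 to 0.21 for TNF and NF-κB response genes, 0.00081 to 0.67 for type II interferon signaling and 0.024 to 0.3 for the VIP pathway. For type I interferon response genes it ran from 0.0017 to 0.73, with a reversal without C20 (0.032), and for receptor signaling from 1.5e-06 to 0.95, the latter a reversal without C33. After *L. casei* it ran from 0.001 to 0.22 for DNA replication, 0.008 to 0.37 for the G1 to S transition, 5.4e-05 to 0.18 for goblet cell genes, 0.006 to 0.38 for immunoglobulin variable genes, 0.17 to 0.94 for mucins, 0.009 to 0.48 for NOD-like receptor signaling and 8.3e-10 to 9e-04 for the unfolded protein response, which passed without each of the mice.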

Differences from the paper's values

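Only the alternative that leaves out both mice away from their group's plate column was chosen after seeing the values.

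At the paper's thresholds, 415 probe sets were called after *L. plantarum*, against the paper's 84 genes, and 751 after *L. casei*, against the paper's 238 genes. These are counts of probe sets, of which 89 and 203 carry 1 gene symbol, whereas the paper counts genes. For *L. plantarum*, of the alternatives set before the data were examined, those within 1.5 times the paper's count, the tolerance used for counts here, were the brighter part of the probe sets above the median signal (108), probe sets with 1 gene symbol (93), over 1.5-fold (59) and an unadjusted p under 0.01 (104), and the others, from 272 with Welch's test to 1260 with no fold threshold, were not. For *L. casei* they were the brighter probe sets (272), those with 1 gene symbol (217) and an unadjusted p under 0.01 (213), and the others, from 151 over 1.5-fold to 1807 with no fold threshold, were not. The alternative chosen after seeing the values gave 444 and 1009 and closed neither gap.

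In both comparisons 88 probe sets were called, 9 of them with 1 gene symbol, against 9 genes in the paper's supplementary table, so the counts of genes match. The genes do not, since of the paper's 9, 7 were measured with 1 gene symbol and 0 were called in both here. Counted as probe sets, those with 1 gene symbol (13), over 1.5-fold (9) and an unadjusted p under 0.01 (7) came within 1.5 times the paper's count, and the other alternatives set before the data were examined, from 30 with the brighter probe sets to 338 with plate column as a block, did not.

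Ciart after *L. plantarum* had a log2 fold change of −0.328, against the paper's −0.479. Their distance (0.1517) barely exceeds the standard error (0.1509) that was the tolerance, so settings that print −0.328 fall on either side of it. Of the alternatives set before the data were examined, quantile normalization again (−0.336), array medians subtracted (−0.328), plate column as a random block (−0.373) and leaving out control mice C48 (−0.39), C3 (−0.397) and C6 (−0.331) or *L. plantarum* mice C9 (−0.354), C35 (−0.368) and C50 (−0.414) came within it, and the others, among them column as a fixed block (−0.0173), did not. The alternative chosen after seeing the values gave −0.39.

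Of the paper's 84 genes for *L. plantarum*, 71 were matched, 68 had the same direction here, 52 lay within 1 standard error and 35 were called. Of its 238 genes for *L. casei*, 177 were matched, 173 had the same direction, 147 lay within 1 standard error and 98 were called.

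The paper states that Tlr4 was upregulated after *L. plantarum*. Here it was at a log2 fold change of 0.25, under the fold threshold, and was called with array weights (0.28), plate column (0.52) or row (0.27) as a fixed block, and without mice C9 (0.29), C28 (0.27), C6 (0.29) and C20 (0.28). The paper states that Defb40 was downregulated after *L. casei*, and here it was not called (−0.33), except without control mouse C3 (−0.45). The paper states that no mucin was significantly up- or downregulated, whereas Muc4 was called here after *L. casei* (0.33), though not with Welch's test (0.33), without mouse C4 (0.20) or, chosen after seeing the values, without both mice away from their group's plate column (0.17), where the count of called probe sets was 1009. Apoa1, Apoa4, Socs3 and Tlr13 were called here as in the paper.

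The paper names gene sets as enhanced that did not pass camera here at an adjusted p under 0.05. The paper's table gives a threshold of 0.2 for the false discovery rate of GSEA. At an adjusted p under 0.2 in camera, only the IL8 and ATR-BRCA lists below would not pass. For *L. plantarum*, type II interferon signaling (adjusted p = 0.062) passed with the intensity and range filter (0.018), plate column (0.0031) or row (0.021) as a fixed block, fgsea (0.0059), camera on ranks (0.033) and without 6 of the mice, from 0.00081 to 0.99 over the alternatives. The VIP pathway (0.10) passed with column as a block (0.021) and without mice C2 (0.046), C9 (0.024), C3 (0.048) and C20 (0.036), from 0.021 to 0.99. The IL8 pathway (0.48, from 0.15) and the ATR-BRCA pathway (0.23, from 0.065) passed in none of the alternatives run. The Fanconi pathway (0.12) passed without mice C48 (0.045) and C3 (0.046) and, chosen after seeing the values, without both mice away from their group's column (0.042), and the Reactome Fanconi list (0.10) without mice C48 (0.038), C9 (0.049) and C6 (0.030) and in that same setting (0.033), each to 0.99. For *L. casei*, the G1 to S list (0.066) passed with array weights (0.035), fgsea (0.020) and without mice C48 (0.047), C7 (0.0080), C6 (0.010) and C28 (0.041). The Reactome G1/S transition (0.078) passed with array weights (0.029), fgsea (0.027) and without mice C7 (0.0019), C3 (0.033) and C6 (0.0092). Reactome mitotic G1-G1/S (0.055) passed with the prior that follows the mean (0.049), the fit of 2 groups (0.049), array medians subtracted (0.045), array weights (0.022), fgsea (0.011), camera on ranks (0.047) and without mice C48 (0.034), C7 (0.0011), C3 (0.030), C6 (0.0043), C28 (0.038) and C20 (0.050). The last 3 lists each reached 0.96. The lists named DNA replication, synthesis of DNA, NOD-like receptor signaling and unfolded protein response passed here, as the sets of these names did in the paper. With an estimated correlation their adjusted p was 0.96, 0.96, 0.96 and 0.50. The first 3 of them did not pass with column as a block (0.85, 0.83 and 0.22) or without some single mice, such as C24 (0.20, 0.48 and 0.48).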

Other observations

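All tests here were planned, except the choice of the clock, adipocyte and enterocyte lists, which followed a reading of the paper's gene table.

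After *L. casei*, Nfil3, a repressor in the circadian clock, rose by a log2 fold change of 0.40 ± 0.09 (SE, exact permutation p = 0.019), Arntl, its core activator, by 0.38 ± 0.17 (exact p = 0.057) and Npas2, the partner of Arntl, by 0.35 ± 0.15 (exact p = 0.043). Per3, a period gene, fell by 0.35 ± 0.13 and Tef, which clock factors induce, by 0.31 ± 0.13, each with the 4 supplemented mice below all control mice (exact p = 0.0048). The 5 genes that peak with Arntl were higher, 3 of them called, and of 8 that peak with Dbp 5 were lower, 2 of them called, with adjusted p = 0.50 and 0.96 with an estimated correlation. Adjusted over the list alone, 1 and 0 of them passed. After *L. plantarum*, Ciart, a repressor of the clock, fell by 0.33 ± 0.15 (exact p = 0.080), and the lists did not pass (0.15 and 0.12). Arntl lost its call without mice C7 (0.41), C32 (0.34), C11 (0.38), C20 (0.35), C33 (0.33), C38 (0.28) and C4 (0.35), Npas2 without C7 (0.31), C3 (0.32), C20 (0.35), C33 (0.33), C38 (0.31) and C4 (0.25), Per3 without C7 (−0.32) and C4 (−0.31), and Tef without C7 (−0.29), C38 (−0.28) and C4 (−0.25). With plate column as a block, which leaves mouse C4 against mouse C48, Nfil3 (0.10), Arntl (0.24), Npas2 (0.52), Per3 (−0.31) and Tef (−0.43) were not called. Ciart lost it without mice C7, C24, C2, C11, C6, C28, C20, C33 and C38 (−0.33 to −0.27). The Dbp list did not pass without C7 (0.052), C32 (0.065), C20 (0.051), C38 (0.24) and C4 (0.12) after *L. casei* and passed without C3 (0.033), C35 (0.017) and C50 (0.00099) after *L. plantarum*, and with plate column as a block neither list passed after *L. casei* (0.28 and 0.56). Over the alternatives the Arntl list ran from 3.6e-05 to 0.50 and the Dbp list from 0.0020 to 0.96 after *L. casei*.

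Type I interferon response genes were lower after *L. casei* in 22 of 22 genes at a median log2 fold change of −0.26, with Ifit3, an antiviral protein, at −0.77 ± 0.42 (SE, exact permutation p = 0.15), 0 called by limma and 0 at an unadjusted p under 0.05, though Ifit3 was called without control mice C48 (−0.94) and C33 (−0.95). This list had an adjusted p of 0.96 with an estimated correlation, did not pass without control mouse C20 (0.098) and turned upward with plate column as a block (0.77), in a range of 1.7e-09 to 0.96. After *L. plantarum* it was lower in 17 of 22 genes (adjusted p = 0.25), passed downward without control mice C48 (0.0087) and C33 (0.0017), and upward without control mouse C20 (0.032) or with the block (0.00055), in a range of 0.00055 to 0.99. Adipocyte markers were lower after *L. casei* in 12 of 12 genes, with Adipoq at −0.58 ± 0.35 (exact p = 0.19) and the lipase gene Lipe at −0.28 ± 0.14 (exact p = 0.086), and 0 called by limma and 0 at an unadjusted p under 0.05. Adipoq was called without mouse C7 (−0.88), and Lipe without mice C2 (−0.28), C32 (−0.35) and C6 (−0.32). Endothelial markers were lower in 9 of 10 genes, with the receptor gene Tie1 at −0.16 ± 0.07 (exact p = 0.067) and Vwf, a clotting factor, at −0.15 ± 0.07 (exact p = 0.10), and 0 called and 2 at an unadjusted p under 0.05. With an estimated correlation these 2 lists had adjusted p of 0.66 and 0.64, with ranges of 5.4e-08 to 0.82 and 1.4e-06 to 0.64 over the alternatives and 0.19 and 0.0025 with the block. In mice supplemented with *L. casei*, Fabp1, a fatty acid carrier of enterocytes, rose by 1.19 ± 0.56 (exact p = 0.029), and by 0.75, short of the thresholds, without mouse C32. It also lost its call without mice C48 (1.08), C7 (1.29), C9 (1.19), C6 (1.17), C28 (1.19), C20 (1.21), C33 (1.1) and C38 (1.22), and with the block (1.21).

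When *L. plantarum* was compared with *L. casei* directly, adipocyte markers were higher after *L. plantarum* in 12 of 12 genes at a median log2 difference of 0.65 (camera adjusted p = 2.2e-13, 0.36 with an estimated correlation), with 9 called and 7 past an adjusted p of 0.05 over the list alone, and 0 over all probe sets. They passed without any 1 mouse (2.2e-16 to 4e-09) and ran to 0.47 over the alternatives. Whether the amount of fat on the tissue differed is not known. Endothelial markers were higher in 9 of 10 genes (0.00023, 3.5e-07 to 0.56), and genes of the unfolded protein response were lower in 31 of 33 (1e-06, 2.6e-10 to 0.54), and both passed without any 1 mouse. Immediate early genes were higher in 21 of 26 (0.0066), though not without C7 (0.30) and C35 (0.86), and enterocyte markers in 17 of 24 (0.027), though not without C24 (0.20), C9 (0.052), C11 (0.75) and C4 (0.51). Lower were genes that peak with Arntl in 5 of 5 (0.0074, and 0.061 without C7), olfactory receptors in 679 of 990 (0.0048, and 0.33 without C9 and without C32) and Reactome olfactory signaling in 379 of 549 (0.014, not without C9 (0.45), C32 (0.48) and C50 (0.071)). Lower too were goblet cell genes in 17 of 20 (0.028, not without 7 of the mice, to 0.63 without C4) and DNA replication in 26 of 34 (0.028, not without 6 of the mice, to 0.27 without C24). With an estimated correlation each of these lists but the adipocyte one had an adjusted p of 0.54 or more. Under the plate column block, where *L. casei* is mouse C4 alone, immediate early genes (0.39), DNA replication (0.097), the Arntl list (0.060) and both olfactory lists, turned upward (0.92 and 0.80), did not pass.

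The remaining lists did not pass in camera. After *L. plantarum* the adjusted p was 0.066 for defensins, 0.10 for mitosis, 0.10 for the Reactome NOD1/2 list, 0.12 for the tricarboxylic acid cycle, 0.14 for smooth muscle, 0.15 for plasma cells, 0.15 for the G1 to S transition, 0.25 for enteroendocrine cells, 0.33 for colonocytes, 0.33 for enteric neurons and glia, 0.35 for mast cells and eosinophils, 0.35 for the Reactome lists of mitotic G1-G1/S, immunoregulatory interactions and S phase, 0.37 for Reactome DNA replication, 0.53 for synthesis of DNA, 0.54 for Reactome protein folding, 0.55 for Reactome G1/S, 0.56 for Hox genes of the posterior colon, erythroid cells, Y-linked genes and the Reactome unfolded protein response, 0.59 for the unfolded protein response, 0.61 for DNA replication, pancreas, cytotoxic cells and the circadian clock, 0.63 for Reactome interferon-γ, 0.77 for T cells, 0.81 for tight junctions and neutrophils, 0.85 for immunoglobulin variable genes, 0.93 for Paneth cells, 0.94 for antimicrobial peptides, 0.95 for cholesterol synthesis, stem cells and epithelium, 0.96 for fibroblasts, 0.97 for endothelium and the Reactome clock and 0.98 for B cells.

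After *L. casei* it was 0.055 for Reactome interferon-γ, 0.066 for TNF and NF-κB response genes and cholesterol synthesis, 0.13 for Reactome olfactory signaling, 0.16 for enteroendocrine cells, 0.19 for smooth muscle, 0.24 for mast cells and eosinophils, 0.27 for the Reactome NOD1/2 and protein folding lists, 0.30 for enteric neurons and glia and the tricarboxylic acid cycle, 0.31 for defensins, 0.40 for epithelium, 0.46 for immediate early genes, 0.55 for erythroid cells, stem cells and colonocytes, 0.59 for enterocytes, receptor signaling and the IL8 list, 0.65 for macrophages, 0.66 for the ATR-BRCA list, 0.68 for Paneth cells, 0.69 for fibroblasts, 0.70 for Y-linked genes, 0.75 for the Reactome clock, 0.77 for Hox genes and Toll-like receptors, 0.79 for the VIP list, 0.87 for cytotoxic cells, 0.97 for tight junctions and 0.98 for the circadian clock, both Fanconi lists, the regulators of Table 1 and pancreas.

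Leaving out 1 mouse let some of these lists pass. After *L. plantarum* these were defensins downward without C3 (0.022), C11 (0.0061), C6 (0.029), C20 (0.022) and C35 (0.028), and upward mitosis without C48 (0.019), C9 (0.023), C3 (0.044), C20 (0.032) and C35 (0.0013), the Reactome NOD1/2 list without C20 (0.044) and C35 (0.043), the tricarboxylic acid cycle without C48 (0.044) and C3 (0.046), smooth muscle without C48 (0.036) and C20 (0.034), plasma cells without C3 (0.046) and C11 (0.0019), the G1 to S transition without C35 (0.028), enteroendocrine cells without C28 (0.049) and C20 (0.047) and enteric neurons and glia without C20 (0.043). Each of them reached 0.99 in another alternative. After *L. casei* these were Reactome interferon-γ downward without C48 (0.011), C24 (0.00045), C6 (0.030) and C33 (0.0084), Reactome olfactory signaling downward without C32 (0.0041), C6 (9e-06) and C20 (0.0042), receptor signaling downward without C6 (0.0080), and upward TNF and NF-κB response genes without C7 (0.0045) and C3 (0.035), cholesterol synthesis without C7 (0.036), C6 (0.0068) and C28 (0.041), enteroendocrine cells without C32 (0.0075) and C20 (0.038), smooth muscle without C24 (3e-05) and C20 (0.050), enteric neurons and glia without C20 (0.050), and, without C7, the tricarboxylic acid cycle (0.031), epithelium (0.035) and immediate early genes (0.042). Each of them reached 0.96 or more in another alternative.

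A block for plate column, which leaves C48 as the only control mouse, let lists pass that did not pass without it in all 16 mice. After *L. plantarum* these were upward type I interferon response genes (0.00055), enteric neurons and glia (0.0030), type II interferon signaling (0.0031), the VIP pathway (0.021), macrophages and monocytes (0.023), the Toll-like receptor 4 cascade (0.023), Reactome interferon-γ (0.021), enteroendocrine cells (0.032) and the unfolded protein response (0.038), and downward colonocytes (0.0048) and defensins (0.036). After *L. casei*, where the block leaves mouse C4 against mouse C48, these were enteroendocrine cells upward (0.0018), and downward enterocytes (0.00062), olfactory receptors (0.0025), Reactome olfactory signaling (0.0075) and defensins (0.032). Resting on 1 mouse of a group, these values cannot tell column from supplementation.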
